# Acupoint Catgut Embedding Improves Lipid Metabolism in Exercise-Induced Fatigue Rats via the PPAR Signaling Pathway

**DOI:** 10.3390/ani13040558

**Published:** 2023-02-05

**Authors:** Yue Song, Xiaoyu Shi, Zhenzhen Gao, Ran Li, Jiamin Tian, Xiaodong Cao, Bin Yang, Shihua Zhao, Ying Yang

**Keywords:** transcriptome, metabolome, rat, exercise-induced fatigue

## Abstract

**Simple Summary:**

To improve the phenomenon of exercise-induced fatigue that often occurs during horse racing, we previously studied the improvement in exercise tolerance by acupoint catgut embedding preconditioning in an exercise-induced fatigue rat model. We found that acupoint catgut embedding pretreatment effectively improved animal exercise tolerance, but the mechanisms underlying these effects remain unclear. In this study, we explored the underlying mechanisms of this improvement by transcriptomic analysis. We showed that the PPAR signaling pathway was enriched through transcriptomic data analysis. Similarly, the mRNA expression levels of solute carrier family 27 member 2 (*Slc27a2*), fatty acid binding protein 1 (*Fabp1*), and apolipoprotein C3 (*Apoc3*) genes in the peroxisome proliferator-activated receptor (PPAR) pathway were decreased in the acupoint catgut group compared to the treadmill group. Further, to further explore the role of PPAR, we also detected the lipid metabolism index by using metabolomics. We found that acupoint embedding can correct the lipid metabolism index, i.e., free fatty acids (FFAs), arachidonic acid (AA), triglyceride (TG), etc., in the blood. Our study demonstrated that acupoint catgut embedding regulates the PPAR signaling pathway and further improves body fat metabolism. Our findings provide an important step to understanding how acupuncture catgut embedding improves exercise-induced fatigue (EF).

**Abstract:**

To improve the phenomenon of exercise-induced fatigue that often occurs during horse racing, we previously studied the improvement in exercise tolerance by acupoint catgut embedding preconditioning in an exercise-induced fatigue rat model. We found that acupoint catgut embedding pretreatment effectively improved animal exercise tolerance. Here, by combining transcriptomics and metabolomics, we aimed to explore the underlying mechanisms of this improvement. We used blood biochemical detection combined with ELISA to detect triglyceride (TG), total cholesterol (TC), lactate dehydrogenase (LDH), high-density lipoprotein (HDL), alanine transaminase (ALT), aspartate aminotransferase (AST), and glucose (GLU), arachidonic acid (AA), and free fatty acid (FFA) content and found that acupoint embedding can correct FFA, AA, TG, LDH, and AST in the blood. We used RT-qPCR to measure the expression of genes in tissue from the quadriceps femoris muscle. We found that solute carrier family 27 member 2 (*Slc27a2)*, fatty acid binding protein 1 (*Fabp1)*, apolipoprotein C3 (*Apoc3)*, and lipoprotein lipase (*Lpl)* genes in the peroxisome proliferator-activated receptor (PPAR) signaling pathway were important. The regulation of lipid metabolism through the PPAR signaling pathway was important for improving the exercise endurance of rats in our exercise-induced fatigue model. Therefore, we conclude that acupoint catgut embedding can not only promote body fat decomposition and reduce lactic acid accumulation but also promote the repair of tissue damage and liver damage caused by exercise fatigue. Acupoint catgut embedding regulates the PPAR signaling pathway by upregulating *Lpl* expression and downregulating *Slc27a2*, *Fabp1*, and *Apoc3* expression to further improve body fat metabolism.

## 1. Introduction

Exercise-induced fatigue (EF) refers to the inability of the body to sustain power and energy output, resulting in damage to the body’s basic energy-producing mechanisms [1]. EF is, in essence, a nonpathological, multisystem, multifactorial construct with contributions from peripheral muscular and respiratory effects as well as influences from the central nervous system and the psychological state. The accumulation of protons in muscle cells, the depletion of energy, the accumulation of ammonia in blood and tissues, oxidative stress, muscle damage, and changes in neurotransmitter synthesis are some of the main causes of exercise-induced fatigue [2,3,4,5,6]. Both Western allopathic medicine and traditional Chinese medicine have developed approaches to the management of EF. The traditional Chinese medicine approach offers interventions that include various prescriptions [7], acupuncture [8], and other methods to treat EF [9]. Among these, catgut embedding acupuncture was shown to improve EF in human athletes in Yong Zhen Chen’s study. Catgut embedding involves the implantation of an absorbable catgut thread at acupoints to induce prolonged stimulation [10]. Studies treated obese rats fed a high-fat diet with Zusanli and Neiting acupoint treatment once a week for 4 weeks. Catgut-implanted rats were compared with normal rats and unoperated obese rats; catgut embedding was shown to provide long-lasting stimulation of the target acupoints, induce the body’s regulating systems to varying degrees, and help the inherent regulating potential in the body to normalize function. Acupoint embedding has been shown to adjust central and peripheral leptin levels and promotes hypothalamic OB-R gene expression in obese rats to modulate leptin resistance, insulin resistance, and abnormal endocrinology and metabolism [11]. The absorption of organisms through degradable acupuncture threads may enhance immune responses, thereby strengthening the body’s defenses. Electroacupuncture has been shown to relieve postoperative immunosuppression and promote the recovery of immune function in rats by downregulating CD3 T-cell subsets and IL-6 expression levels [12]. In addition, acupoint stimulation can improve the quality of postoperative recovery and enhance the recovery process in patients with radical thyroidectomy [13,14,15]. As such, acupoint catgut embedding provides a novel adjunct therapy for EF, although the mechanisms underlying these effects remain unclear. In this study, we tested how catgut therapy alters the muscle by analyzing gene changes following acupoint catgut embedding in a rat EF model. Our findings provide an important step to understanding how acupuncture catgut embedding improves EF.

## 2. Materials and Methods

### 2.1. Animals and Housing

Clean Sprague-Dawley rats (6 weeks old; male and female) were obtained from the Laboratory Animal Center of the Inner Mongolia Medical University. All animals were housed in a clean controlled-environment animal room at a temperature of 20–22 °C and relative air humidity of 40–60%. Three single-sex rats were housed per cage. Standard chow and drinking water were provided, and bedding was changed daily; drinking water was provided ad libitum. The study was conducted in strict accordance with the "Regulations on the Administration of Laboratory Animals" of the State Council and related policies and regulations [16,17], a protocol approved by the Institutional Animal Care and Use Committee of the Inner Mongolia Agricultural University (License No. SYXK, Inner Mongolia, 2014-0008), and adhered to the Inner Mongolia Agricultural University guidelines.

### 2.2. Experimental Groupings

All experimental animals first underwent 7 days of adaptive feeding. Then, they were exposed to a 3-day habituation period, during which they performed treadmill exercises; any animals that refused to exercise during this time were excluded from the study. All remaining animals were randomly assigned to four groups (n = 6 per group, half male and half female): (1) control group (normal feeding without treadmill training); (2) treadmill group (7 weeks of incremental treadmill exercise); (3) acupoint catgut embedding group 1, which received treatment at acupoints previously identified to be effective by our group [18]: Qiang Feng, Bai Hui., Xie Qi, Han Gou, Yang Wa, and Qian Shen; and (4) acupoint catgut embedding group 2, which received treatment at the same acupoints plus Fei Shu. After the groups were assigned, the appropriate catgut embedding treatment was conducted. The provided acupoint locations were identified based on “Comparative acupuncture and moxibustion”, which is a standard teaching material for agricultural colleges and universities nationwide [19]. Acupoint catgut embedding was carried out per the standards formulated by the National Standards Development Committee of the People’s Republic of China [20]. After catgut embedding was completed, the rats in acupoint catgut embedding group 1 and acupoint catgut embedding group 2 were given a week to recover. During this week, all animals were fed normally, and no treadmill exercise was performed. After the end of the recovery week, the treadmill group, acupoint catgut embedding group 1, and acupoint catgut embedding group 2 commenced the 7-week treadmill exercise period.

### 2.3. Fatigue Model

A training treadmill (Zhenghua Biological Instrument Equipment, Huaibei, China) was used during the treadmill exercises; the treadmill setup was as shown in Figure 1. The protocol included 20 min of daily treadmill exercises. The training was conducted Monday through Friday, with rest on Saturday and Sunday, for 7 weeks. In the first 5 weeks, the training velocity was increased weekly by 15, 22, 27, 31, and 35 m per minute (m/min); the training speed was maintained at 35m/min in the 6th and 7th weeks. To encourage the experimental animals to exercise, an electrified metal component was included at the tail of each channel of the treadmill. The stimulus was set to 110 V and 0.5 A. When the experimental animals attempted to leave the treadmill training area, their tail contacted the electrified metal, and an aversive pain stimulus was automatically administered, encouraging a return to treadmill training. On the first day of the 8th week, the animals assigned to the treadmill exercise ran to exhaustion at a speed of 35 m/min. Exhaustion was noted when the animal remained in the last 1/3 of the treadmill for 10 s and was unable to advance after being stimulated. Physical signs of exhaustion following the cessation of running were wheezing, abdominal recumbency, unresponsiveness to electrical stimulation, and the temporary lack of an escape response.

### 2.4. Catgut Embedding Acupoint Treatment

Before thread embedding, a sterile No. 4-0 collagen thread was sectioned (Purchased from Yangzhou ZX Medical Appliance Co., Ltd, Yangzhou, China.) into 3 mm pieces and soaked in sterilized normal saline. The collagen thread was placed in a 7 # thread-embedding needle (0.7 × 65 mm, purchased from Yangzhou ZX Medical Appliance Co., Ltd, Yangzhou, China). The rats were anesthetized by ether aerosol inhalation, and skin around the acupoints was disinfected using a 75 % alcohol solution (Sinopharm Chemical Reagent Co., Ltd, Shanghai, China). With one hand, the thumb and index finger fixed the proposed acupoint, and with the other hand, the needle was used to pierce the acupoint; after reaching the acupoint, the needle core was pushed while the needle tube was withdrawn, and collagen thread was embedded in the subcutaneous tissue and muscle layer of the acupuncture point. After removing the needle, the needle hole was pressed with a sterile dry cotton ball to stop bleeding.

Qiang Feng is located behind the shoulder joint, in the depression formed by the posterior edge of the deltoid muscle, the long head of the arm triceps, and the outer head, and there is one point in each limb. Bai Hui is located in the depression between the last lumbar vertebra and the spinous process of the first sacral vertebra, and there is one point. Fei Shu is located between the penultimate sixth intercostal aces, in the iliocostal groove at the horizontal line of the superior iliac wing, with one point on each side. Xie Qi is located in the biceps femoris muscle sulcus, where it intersects with the horizontal line of the anus. Qian Shen is located in the same muscle sulcus as Xie Qi, about on the horizontal line above the kneecap. Han Gou and Yang Wa are located in the same muscle groove as Xie Qi and Qian Shen, which are between the two acupoints. Both hind limbs have one point of Xie Qi, Han Gou, Yang Wa, and Qian Shen. 

### 2.5. Blood Sample

Blood was collected by cardiac puncture immediately after rat treadmill training to exhaustion. All blood samples were collected by cardiac puncture; the collected blood was coagulated for 2 h at room temperature, 5 mL of blood was centrifuged at 1000× *g* for 10 min at 4 °C to separate the serum, and the serum was stored at −20 °C.

### 2.6. Tissue Samples 

Animals were euthanized following the final session. After sterilizing the anterior thigh, we made an incision in the skin. We identified the m.gluteus superficialis (a triangular lamella, with its posterior origin covered by the anterior head of the biceps femoris, with fascia originating from the dorsal border of the ilium and ending at the third trochanter) and the musculus tensor fasciae latae (a thin fan-shaped muscle on the front of the outer side of the thigh, and its posterior border is fused with the superficial gluteal muscle). After identifying the insertion point, the quadriceps femoris muscle was exposed, and a sample was harvested from it. The quadriceps muscle sample was promptly chilled in a 4 °C precooled diethylpyrocarbonate (DEPC) aqueous solution, which also removed the surface blood and hair. The muscle tissue was then sectioned into approximately 100 g pieces, packed into a cryopreservation tube, and promptly stored in liquid nitrogen.

### 2.7. Gene Analysis

Total RNA was extracted from muscle tissue using Trizol reagent (Invitrogen, Carlsbad, CA, USA). After the total RNA was determined and the purity was assessed (using RSeQC 2.4 software), RNA was purified twice using AMPure XP beads. The purified RNA was reverse-transcribed into cDNA using an mRNASeq sample preparation kit (Illumina, San Diego, CA, USA). End-paired sequencing was performed using Illumina NovaseqTM 4000.

### 2.8. RNA-Seq Analysis

The weighted correlation network analysis (WGCNA) package in R version 3.2.5 was used to analyze the fragments per kilobase of transcript per million fragments mapped (FPKM) value of each transcript. The 20 transcripts with the highest score rates among the six modules were selected for enrichment analysis using the OmicStudio tool (https://www.omicstudio.cn/tool, accessed on 1 May 2021). Differentially expressed genes were selected based on the following criteria: fold change (FC) > 1.5 or FC < 0.667 and *p*-value < 0.05. Gene ontology (GO) enrichment and Kyoto Encyclopedia of Genes and GENOMES (KEGG) enrichment analysis were performed on the identified DEGs.

### 2.9. Mass Spectrometry Metabolomics

To extract metabolites, the muscle sample was mixed with precooled 50% methanol diluted with ultrapure water (D 24 UV, Merck Millipore) and incubated at room temperature for 10 min, and then the mixture was frozen overnight at −20 °C. Then, the mixture was centrifuged at 4000× *g* for 20 min, and the supernatant was collected and stored at −80 °C until LC–MS analysis.

### 2.10. High-Performance Liquid Chromatography and High-Resolution Tandem Mass Spectrometry

HP–LC was conducted using a SCIEX instrument and ACQUITY UPLC T3 columns (100 mm × 2.1 mm, 1.8 µm, Waters, Milford, MA, USA). The mobile phase was divided into liquid A and liquid B; liquid A was composed of 0.1% formic acid and water, and liquid B was composed of 0.1% formic acid and acetonitrile. The injection volume was 4 µL. The flow rate was 0.4 mL/min. The column temperature was 35 °C. The elution mode for gradient elution and the detailed procedures are provided in Table 1.

Mass Spectrometry was conducted using a TripleTOF 5600 plus Triple Quad instrument. The auxiliary and sheath gas pressures were both 60PSI. The ion source was Q-TOF. The positive ion interface voltage was 5 kV, and the negative ion interface voltage was −4.5 kV. The heating module was 650 °C, the scanning mode was IDA, and the acquisition time was 150 ms.

### 2.11. Data Analysis

To determine the effects of exercise, we tested the exercise-only group against the control group. To test the effect of the catgut embedding treatment, we tested the two treatment groups independently against the treadmill group. Group metabolite levels were compared by using a series of Student’s t-tests with corrections for multiple tests via the Benjamini–Hochberg method. Metabolites were subjected to multivariate analysis, mainly using partial least-squares discriminant analysis (PLS-DA), to generate variable importance plots (VIP) for each metabolite. We used the following criteria to identify differentially expressed metabolites: >2–fold difference, q < 0.05, and VIP > 1. The KEGG public database was used to accurately screen and label metabolites, and the differential metabolite pathway was analyzed.

### 2.12. Blood Biochemical Indexes and Detection of Arachidonic Acid and Free Fatty Acids

Serum samples were tested for blood biochemical indices using an automatic blood biochemical (Mindray BS-180 VET) analyzer. We quantified triglyceride (TG), total cholesterol (TC), lactate dehydrogenase (LDH), high-density lipoprotein (HDL), alanine transaminase (ALT), aspartate aminotransferase (AST), and glucose (GLU). The levels of free fatty acids and arachidonic acid in blood were detected using a rat free fatty acid (FFA) ELISA kit (MM-09324R1, Jiangsu Meimian Industrial Co., Ltd, Yancheng, China) and a rat arachidonic acid (ARA) ELISA kit (MM-0929R1, Jiangsu Meimian Industrial Co., Ltd).

### 2.13. Real-Time Quantitative PCR (RT-qPCR)

To validate the transcriptomic data, we performed RT-qPCR on 6 randomly selected differentially expressed genes. In short, total RNA was extracted from tissue samples using a total RNA extraction kit (Tiangen Biotech(Beijing)Co., Ltd, Beijing, China); the concentration of the extracted RNA sample was determined using a nucleic acid quantizer (Eppendorf, Hamburg, Germany), and quality was verified using a 260/280 ratio between 1.8 and 2.0. RNA samples were reverse-transcribed using a Vazyme Reverse transcription kit (HiScriptII Q RT SuperMix for q-PCR, Vazyme biotech Co., Ltd, Nanjing, China) according to the manufacturer’s protocol. The RT-qPCR reaction was carried out using a real-time PCR instrument (Applied Biosystems 7500 Fast, ABI). The primer information is shown in Table 2. Relative changes in gene expression were calculated using the 2-△△CT method. Each sample was tested in triplicate, and group comparisons were tested using a one-way ANOVA in Prism Graph-PAD 6.0 software.

## 3. Results

### 3.1. Genes Altered by Exercise-Induced Fatigue and Treatment

We identified 32,623 genes. 

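The deposited transcriptome came from the quadriceps femoris muscle of 24 Sprague-Dawley rats, with 6 rats each in the control, treadmill, catgut 1 and catgut 2 groups and 1 library of poly(A) mRNA per rat. In acupoint catgut embedding, an absorbable thread is left in the tissue at an acupoint, and catgut group 2 was treated at the acupoints of catgut group 1 plus Fei Shu. The control rats did no treadmill training, while the other rats trained on the treadmill and then ran to exhaustion. The authors deposited a table of 21067 genes with rat Ensembl identifiers, which gives each gene a whole-number count and an FPKM value in each library. The paper's text names neither the aligner, the counting tool nor the genome build, so coordinates are given here as the table lists them. The total count per library was 61682752 to 78278080 in the control group (median 75150847), 57292580 to 68040154 in the treadmill group (median 60688147), 45945938 to 66224903 in catgut group 1 (median 56332834.5) and 54330979 to 69153343 in catgut group 2 (median 62100481). The commonest count above 0 was 4 and the next was 8, so 1 fragment seems to add about 4 counts. The limit of detection was therefore set at 12 counts, the equivalent of 3 fragments, which covers counting error only. Within groups, the correlation between libraries, computed across genes, was 0.897 to 0.967 in the control group, 0.907 to 0.948 in the treadmill group, 0.923 to 0.956 in catgut group 1 and 0.927 to 0.961 in catgut group 2.
Genes with a mean FPKM of at least 0.1 over the 24 libraries were tested, which left 14772. Counts were normalized by the TMM method of edgeR, and the groups of each comparison were fitted alone with edgeR's two-sided quasi-likelihood test and Benjamini-Hochberg adjustment. DEGs were counted by the paper's criterion, a ratio of group mean FPKM over 1.5 or under 0.667 with an unadjusted p under 0.05. In simulated counts with 200 changed genes among 14772, an adjusted p under 0.05 recovered 149 of the 200 and called 10 unchanged genes. The paper's criterion recovered 192 of the 200 and called 552 unchanged genes. That is more than the 421 DEGs between the real treadmill and control groups. The changed genes were not among those with the lowest counts, and the simulated spread followed the mean count alone. These rates thus describe the simulation and do not carry over to the deposited values. For single genes, a two-sided exact permutation test compared the group means of log2(FPKM + 1) over the 924 arrangements of 12 libraries, and the smallest p it can give is 0.00216. The labels give no sequencing batch, date or sex for a library.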

As shown in the volcano plot (Figure 2), there were 346 differentially expressed genes (DEGs) between the control and treadmill-only groups. These included 221 upregulated DEGs and 125 downregulated DEGs. 

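With the deposited values, 421 genes met the paper's criterion between the treadmill and control groups, 262 of them higher and 159 lower in the treadmill group. An unadjusted p under 0.05 was found for 1347 genes, where 739 of the 14772 genes tested would have it by chance. After adjustment, 8 genes had a p under 0.05, 6 of them higher and 2 lower. The number of DEGs moved most when no filter on low values was applied, to 791. It rose to 652 without control replicate 2 (433 higher, 219 lower) and to 628 without treadmill replicate 2, where the lower DEGs were more numerous (244 higher, 384 lower). Without control replicate 4 there were 354 higher and 92 lower DEGs, and 0 genes had an adjusted p under 0.05 (1245 at an unadjusted p under 0.05).
Ccn1 (chromosome 2, 251529354 to 251532312) had 124 ± 42.2 FPKM (SD, n = 6) in the treadmill group and 35 ± 8.6 FPKM in the control group. Its log2 fold change was 1.86 (SE 0.223, adjusted p = 0.0126). Arc (chromosome 7, 115907097 to 115910541) rose from 1.37 ± 0.619 to 13.6 ± 6.67 FPKM, a log2 fold change of 3.36 (adjusted p = 0.0126). For both genes, all 6 treadmill libraries lay above every control library (exact permutation p = 0.00216). Prss46 (chromosome 8, 119121669 to 119133546) was lower, with 0.763 ± 0.361 FPKM in the treadmill group and 3.8 ± 1.45 FPKM in the control group. Its log2 fold change of -2.28 did not pass the adjustment (adjusted p = 0.0554), although all 6 treadmill libraries lay below every control library. The 2 lower genes that passed the adjustment are not named, since only DEGs with a gene symbol are. Rhobtb1 (chromosome 20, 20638579 to 20713128) and Megf10 (chromosome 18, 52215682 to 52366238) were next among the lower DEGs with a gene symbol, with log2 fold changes of -0.98 and -0.93. Their adjusted p-values were 0.317 and 0.354, and in each case 5 of 6 treadmill libraries lay below every control library.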

There were 363 DEGs between the treadmill group and the catgut group 1, which included 144 upregulated DEGs and 219 downregulated DEGs. 

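Between catgut group 1 and the treadmill group, the deposited values gave 461 DEGs, 167 higher and 294 lower in catgut group 1. An unadjusted p under 0.05 was found for 1024 genes and an adjusted p under 0.05 for 7, of which 5 were higher and 2 lower. With the level of Y-linked transcripts as a covariate, 16 genes had an adjusted p under 0.05. In the 12 fits that each left out 1 library, this number was 2 to 6, with 2 without treadmill replicate 3. Of the 461 DEGs, 69 varied with the liver transcript Alb, with a correlation over 0.8 across the 24 libraries, and all 69 were lower. Alb was itself lower in catgut group 1, so their direction follows largely from how they were chosen. The excess of lower DEGs depended on the test and on 1 library. There were 184 higher and 170 lower DEGs with limma on log2(FPKM + 1), 175 and 172 with exact permutation p-values, 103 and 102 at a mean FPKM of at least 1, and 263 and 229 without treadmill replicate 2.
The higher DEGs with the smallest p were Slc7a2, Tsc22d3 and Per2. Slc7a2 (chromosome 16, 54460067 to 54513349) had 6.32 ± 1.62 FPKM (SD, n = 6) in catgut group 1 and 2.68 ± 0.497 FPKM in the treadmill group, a log2 fold change of 1.21 (SE 0.141, adjusted p = 0.00901). Tsc22d3 (chromosome X, 111884295 to 111887906) rose from 59.8 ± 8.66 to 115 ± 16.5 FPKM, a log2 fold change of 0.91 with the same adjusted p. Per2, a clock gene (chromosome 9, 98555169 to 98597359), rose from 2.1 ± 0.907 to 8.96 ± 2.53 FPKM, a log2 fold change of 2.06 (adjusted p = 0.0188). The lower DEGs with a gene symbol and the smallest p were Lrrc30 (chromosome 9, 115849732 to 115850634), Tmem140 (chromosome 4, 62380914 to 62391912) and Col5a3 (chromosome 8, 21786324 to 21831668). Lrrc30 fell from 22.7 ± 2.46 to 8.86 ± 3.59 FPKM, a log2 fold change of -1.40 (adjusted p = 0.0377). Tmem140 had a log2 fold change of -1.22 (SE 0.185, adjusted p = 0.0377) and Col5a3 one of -1.24 (SE 0.213, adjusted p = 0.0747). For Slc7a2, Tsc22d3, Per2, Lrrc30 and Tmem140, all 6 libraries of catgut group 1 lay beyond every treadmill library, and for Col5a3 this held for 5 of 6.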

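Catgut group 2 was compared with the treadmill group in the same way. The criterion was met by 555 genes, 290 higher and 265 lower in catgut group 2, and 65 of the lower ones varied with Alb. An unadjusted p under 0.05 was found for 1587 genes and an adjusted p under 0.05 for 35, of which 16 were higher and 19 lower. Without treadmill replicate 1, 6 genes had an adjusted p under 0.05. The balance of higher and lower DEGs also depended on the filter, the test and single libraries. There were 351 higher and 166 lower with limma on log2(FPKM + 1), 310 and 160 with exact permutation p-values and 428 and 226 without treadmill replicate 2. The lower DEGs were more numerous without a filter on low values (476 higher, 563 lower) and with the level of Y-linked transcripts as a covariate (284 higher, 292 lower). They were also more numerous without catgut 2 replicate 2 (280 higher, 360 lower), catgut 2 replicate 3 (227, 272) or treadmill replicate 1 (250, 264), 5 (262, 311) or 6 (237, 319).
Arntl, a clock gene (chromosome 1, 178039063 to 178137465), had 1.46 ± 0.485 FPKM (SD, n = 6) in catgut group 2 and 7.49 ± 2.74 FPKM in the treadmill group, a log2 fold change of -2.37 (SE 0.255, adjusted p = 0.00494). Ucp3, which encodes a mitochondrial uncoupling protein (chromosome 1, 165482155 to 165496206), had 36.1 ± 5.1 FPKM and 137 ± 56.7 FPKM, a log2 fold change of -1.96 (adjusted p = 0.00589). Tmem140 was again among the lower DEGs, with a log2 fold change of -1.33 (adjusted p = 0.00494). Among the higher DEGs, the clock gene Per2 had the smallest p, with 9.8 ± 2.27 FPKM in catgut group 2 and a log2 fold change of 2.19 (adjusted p = 0.00691). Wee1 (chromosome 1, 174767960 to 174786361) followed with a log2 fold change of 1.03 (SE 0.13, adjusted p = 0.00825). Cry2 (chromosome 3, 81314149 to 81344110), another clock gene, rose from 10.2 ± 0.846 to 15.4 ± 1.11 FPKM, a log2 fold change of 0.57 (adjusted p = 0.0152). The ratio of its group means was 1.51, close to the limit of 1.5. For all 6 of these genes, every library of catgut group 2 lay beyond every treadmill library.
Compared directly, the catgut groups differed in 184 genes by the criterion, 133 higher and 51 lower in catgut group 2. Without catgut 1 replicate 2, 208 were higher, without catgut 1 replicate 5, 204 were, and without catgut 2 replicate 4, 85 were lower. An unadjusted p under 0.05 was found for 482 genes, fewer than the 739 that chance gives, and an adjusted p under 0.05 for 1.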

There were 458 DEGs between the treadmill group and catgut group 2, which included 248 upregulated DEGs and 210 downregulated DEGs.

After identifying the DEGs, we analyzed the genes using WGCNA using dynamic and lust functions to merge highly similar modules to obtain a clustering dendrogram. A heatmap was drawn based on the degree of difference between genes. 

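The DEGs of the 3 comparisons with the deposited values were pooled, which gave 1090 genes. WGCNA groups genes by how closely their expression varies together across libraries, and its main steps were written out for these genes without the package. Unsigned Pearson correlations of log2(FPKM + 1) over the 24 libraries were raised to the power 6 and turned into topological overlap, and average linkage clustering was divided into 6 modules. The modules held 1072, 10, 3, 2, 2 and 1 genes. In the largest module, the median absolute correlation between genes was 0.214, and in the next largest it was 0.386. Between genes of different modules it was 0.131. For comparison, it was 0.226 among 1090 tested genes that were not DEGs. With the power 9 in place of 6, the largest module held 1066 genes. Without control replicate 4, the library with the lowest median correlation to the others, it held 1075. The dynamic tree method and the merging of similar modules were not repeated. Since the fixed number of 6 modules left nearly all genes in 1 of them, these correlations do not test the paper's modules.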

Through the WGCNA analysis clustering dendrogram, the genes were divided into six clusters of correlated genes; the expression levels of common genes in the six modules are well correlated. The top 20 differential genes in the six modules were then subjected to enrichment analysis (Figure 3a,b). Through GO functional annotation, the DEGs were divided into three categories: cellular components, biological processes, and molecular functions. The above three functions were further divided into the positive regulation of transcription by RNA polymerase II, the negative regulation of transcription by RNA polymerase II, participation in nuclear synthesis, synthesis in the cytoplasm, participation in extracellular exosome synthesis, participation in protein binding, participation in metal ion binding, etc. (Figure 4).

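KEGG pathways were taken from the annotation in the deposited table, which pairs 5307 of the 14772 genes tested, and 444 of the pooled DEGs, with at least 1 pathway. Each of the 311 pathways with at least 5 tested genes was examined with a one-sided Fisher's exact test against these 5307 genes. A p under 0.05 was found for 45 pathways and an adjusted p under 0.05 for 15. Cytokine-cytokine receptor interaction had the smallest p, with 31 DEGs among 137 genes where 11.5 were expected (exact p = 1.78e-07, adjusted p = 5.52e-05). Chemical carcinogenesis had 14 DEGs among 48 genes where 4.02 were expected (adjusted p = 0.00118), and steroid hormone biosynthesis had 9 among 27 (adjusted p = 0.00688). Circadian entrainment had 14 DEGs among 67 genes (adjusted p = 0.0251), and circadian rhythm had 7 among 29 (exact p = 0.00843, adjusted p = 0.125). With DEGs from limma's test on log2(FPKM + 1), 6 pathways had an adjusted p under 0.05, and with p-values from the exact permutation test 0 had (28 at an unadjusted p under 0.05).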

After enrichment analysis, 16 metabolic pathways were found to be significantly enriched (*p* < 0.05), which included chemical carcinogenesis, metabolism of cytochrome P450 to exogenous substances, circadian entrainment, circadian rhythm, protein digestion and absorption, peroxisome proliferator-activated receptor (PPAR) signaling pathways, drug metabolism–cytochrome P450, parathyroid hormone synthesis, secretion, and action, steroid hormone biosynthesis, leishmaniasis, arachidonic acid metabolism, bile secretion, measles, linoleic acid metabolism, fat digestion and absorption, and fluid shear stress and atherosclerosis. By inspecting the bubble enrichment plot, we decided that the following would be important targets of our future studies: protein digestion and absorption; PPAR signaling pathway; synthesis, secretion, and action of parathyroid hormone; and other metabolic pathways (Figure 5). 

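Of the 16 pathways of the paper, 12 had a p under 0.05 in the deposited values and 3 an adjusted p under 0.05. Parathyroid hormone synthesis, secretion and action had 13 DEGs among 82 genes where 6.86 were expected (Fisher's exact p = 0.0176, adjusted p = 0.189). Protein digestion and absorption had 9 among 60 (exact p = 0.0598, adjusted p = 0.372). Measles (exact p = 0.0649) and bile secretion (exact p = 0.158) also stayed over 0.05. The PPAR signaling pathway had 9 DEGs among 65 genes where 5.44 were expected (exact p = 0.0899, adjusted p = 0.424), which ranked 65 of the 311 pathways. Taken by comparison, it had 1 DEG between the treadmill and control groups (exact p = 0.894). It had 7 between catgut group 1 and the treadmill group (exact p = 0.00811, adjusted p = 0.168) and 8 between catgut group 2 and the treadmill group (exact p = 0.00577, adjusted p = 0.161). The 9 DEGs were Apoa1, Apoa2, Apoa5, Apoc3, Cyp8b1, Fabp1, Angptl4, Lpl and Scd. The first 6 of these varied with Alb across the 24 libraries. Without the genes on a list of liver transcripts, a choice made after the data were seen, the pathway held 5 pooled DEGs where 4.87 were expected (exact p = 0.544). With DEGs from limma on log2(FPKM + 1), it held 3 (exact p = 0.82). On log2(FPKM + 0.1) it held 6 where 4.63 were expected (exact p = 0.316). The exact p was 0.0369 with only the DEGs called in every fit that left out a library. With all tested genes as the background it was 0.0483. Across the fits that each left out 1 library, it ran from 0.00665 (without control replicate 2) to 0.164 (without catgut 2 replicate 1).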

Between the treadmill and control groups, genes ENSRNOG00000017828 and ENSRNOG00000000239 were elevated. 

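In the RNA-seq libraries, ENSRNOG00000017828 (Egr3, a transcription factor gene on chromosome 15, 51756736 to 51760722) had 3.24 ± 1.4 FPKM (SD, n = 6) in the treadmill group and 0.307 ± 0.164 FPKM in the control group. Its log2 fold change was 3.38 (SE 0.445, adjusted p = 0.0164 from edgeR), and all 6 treadmill libraries lay above every control library. ENSRNOG00000000239 (Ccl7, a chemokine gene on chromosome 10, 69423086 to 69424979) had 5.03 ± 8.89 FPKM in the treadmill group and 0.402 ± 0.264 FPKM in the control group. Treadmill replicate 2 alone had 23.1 FPKM, and the group's median was 1.72. The log2 fold change of Ccl7 was 3.52 (SE 0.92, adjusted p = 0.354), 5 of 6 treadmill libraries lay above every control library, and the exact permutation p was 0.013. Without treadmill replicate 2 it was 1.91.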

Between acupoint catgut embedding group 1 and the control group, gene ENSRNOG00000050647 was elevated. 

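ENSRNOG00000050647 (Hspa1b, on chromosome 20, 4877324 to 4879779) encodes a heat shock protein. It had 597 ± 554 FPKM (SD, n = 6) in catgut group 1 and 14 ± 6.46 FPKM in the control group, a log2 fold change of 5.42 (SE 0.613, adjusted p = 0.0114). All 6 libraries of catgut group 1 lay above every control library (exact permutation p = 0.00216). The treadmill group, without catgut, had 292 ± 383 FPKM, a log2 fold change of 4.44 over the control group (adjusted p = 0.161). Catgut group 1 and the treadmill group differed by a log2 fold change of 0.98 (adjusted p = 0.933). The table lists no gene named Hspa1a, a close paralog of Hspa1b.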

Between acupoint catgut embedding group 1 and the treadmill group, genes ENSRNOG00000021027 and ENSRNOG00000016275 were elevated. 

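ENSRNOG00000021027 (Dbp, a clock-controlled transcription factor gene on chromosome 1, 101687855 to 101692846) had 99 ± 19.3 FPKM (SD, n = 6) in catgut group 1, 23.3 ± 15 FPKM in the treadmill group and 72.2 ± 54.4 FPKM in the control group. Its log2 fold change between catgut group 1 and the treadmill group was 2.02 (SE 0.426, adjusted p = 0.149), and all 6 catgut libraries lay above every treadmill library. ENSRNOG00000016275 (Ttr, which encodes transthyretin, on chromosome 18, 15532963 to 15540177) is listed at 0 in all 6 libraries of catgut group 1. In the treadmill group it had 4.55 ± 9.13 FPKM, with 23.1 FPKM in replicate 3 and a median of 0.912. It was therefore at least 16.4-fold lower in catgut group 1 than in the treadmill group (adjusted p = 0.356, exact permutation p = 0.0152). In catgut group 2 it was at least 17.8-fold lower (adjusted p = 0.126, exact permutation p = 0.0281). Treadmill replicate 3 sets the size of these bounds, which were 2.88-fold and 3.12-fold without it. The control group had 2.85 ± 6.77 FPKM, of which control replicate 2 had 16.7.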

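Apoc3 (ENSRNOG00000047503, which encodes apolipoprotein C-III, on chromosome 8, 50529318 to 50531498) is listed at 0 in all 6 libraries of catgut group 2. The treadmill group had 3.59 ± 7.39 FPKM (SD, n = 6), with 18.6 FPKM in replicate 3, a median of 0.562 and 4 of 6 libraries above the limit of detection. The gene was at least 13.1-fold lower in catgut group 2 (adjusted p = 0.242, exact permutation p = 0.0606), or at least 2-fold lower without treadmill replicate 3. It met the paper's criterion in edgeR's test. With limma's test on log2(FPKM + 1), its log2 fold change was -1.17 and did not meet the criterion.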

Between acupoint catgut embedding group 2 and the treadmill group, gene ENSRNOG00000047503 was downregulated. These expression trends were consistent with our transcriptomic data. 

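The plot of FPKM by library gives the spread behind these group means. In the comparisons named for them, Egr3 and Hspa1b had an adjusted p under 0.05, while Ccl7, Dbp, Ttr and Apoc3 met the paper's criterion only.

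**Figure D1:**
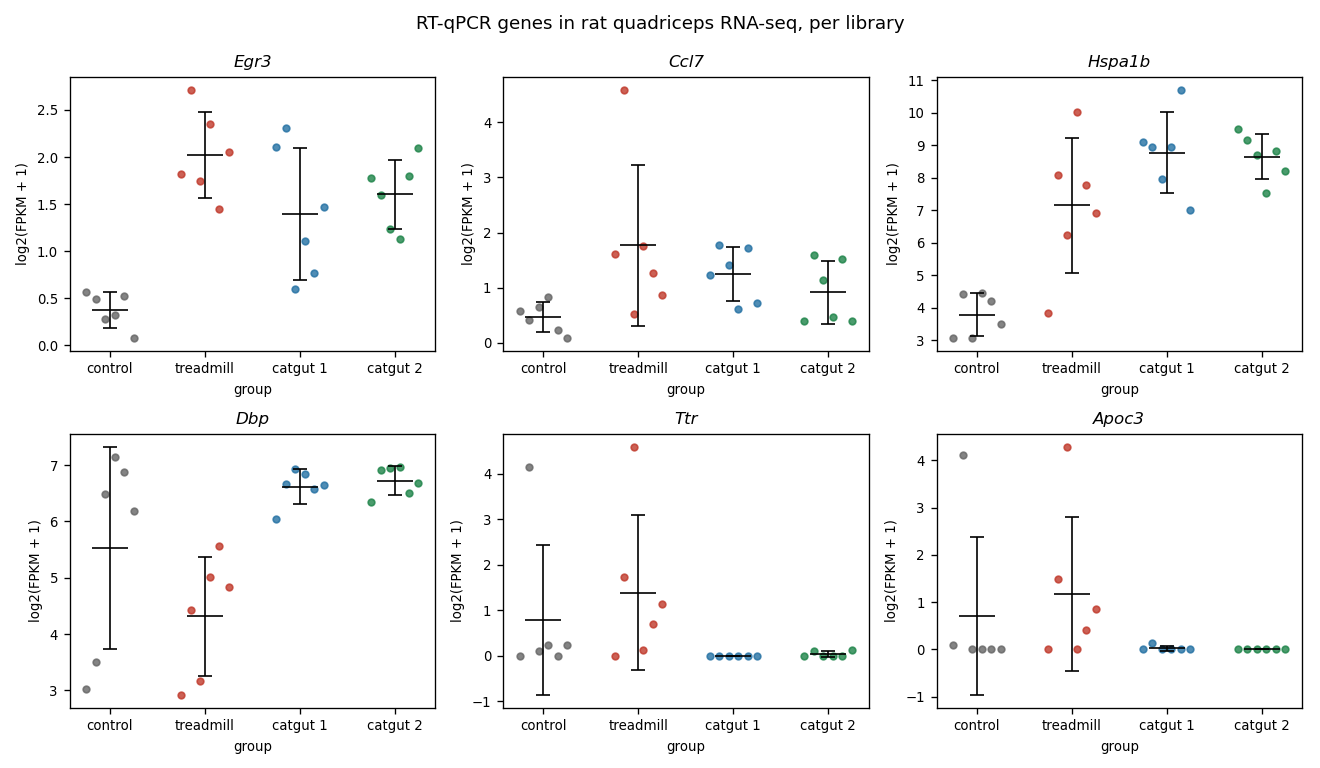
Expression of Egr3, Ccl7, Hspa1b, Dbp, Ttr and Apoc3 as log2(FPKM + 1) in each of the 24 libraries by group, with 1 point per library, black bars for group means and error bars for the SD. Treadmill replicate 2 is highest for Ccl7 at 4.59, and for Apoc3 control replicate 2 at 4.12 and treadmill replicate 3 at 4.29 stand apart from the other libraries of their groups.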

The RT-qPCR verification results were consistent with the RNA sequencing data, showing that the transcriptome RNA-seq data were reliable (Figure 3c).

### 3.2. Metabolites Altered by Exercise-Induced Fatigue and Treatment

We conducted a principal component analysis (PCA) and constructed a PCA map of metabolites by PLS-DA modeling for the screened ions, with the fractions of PC1 and PC2 as its horizontal and vertical coordinates, as shown in Figure 6a,b. The metabolite ions were well separated at each time point, indicating that the model is reliable and stable. It shows that the positive/negative ion analysis system is relatively stable during the analysis of this sample in each group, and the obtained analysis data can generally reflect the real state of the sample.

We identified 11,588 metabolites. As shown in Figure 3c, 470 differentially accumulated metabolites (DAMs) were identified in the treadmill group versus the control group, accounting for 4.05% of the total detected metabolites. There were 920 DAMs identified between the treadmill group and catgut group 1, accounting for 7.94% of the total detected metabolites, and 972 DAMs were identified between the treadmill group and catgut group 2, accounting for 8.39% of the total detected metabolites. We then generated a Venn diagram to display these DAMs (Figure 6c). By visual inspection, 144 DAMs were jointly enriched in treadmill vs. control, treadmill vs. catgut 1, and treadmill vs. catgut 2 groups. Additionally, 144 DAMs were jointly enriched in treadmill vs. control and treadmill vs. catgut 1 groups. There were 59 DAMs in the treadmill vs. control and treadmill vs. catgut 2 groups and 270 DAMs in the treadmill vs. catgut 1 and treadmill vs. catgut 2 groups.

KEGG pathway enrichment found a number of unique signaling pathways that differentiated the experimental groups (Figure 7a). Table 3 shows the 13 signaling pathways that were jointly enriched in the three comparison groups. Analyzing the signaling pathways identified by transcriptomic and metabolomic analyses, we can see in Figure 7b that there are seven signaling pathways identified by both approaches; these are shown in Table 4. There were 120 signaling pathways enriched by RNA-seq and 6 signaling pathways enriched by metabolomics alone. After a combined analysis of the transcriptome and metabolome, we focused on *Slc27a2*, *Fabp1*, *Apoc3*, and *Lpl* genes in the PPAR signaling pathway.

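In the RNA-seq libraries, Lpl (ENSRNOG00000012181, on chromosome 16, 22537056 to 22561496) was the most abundant of these genes. It had 44.8 ± 21.9 FPKM (SD, n = 6) in the control group, 49.8 ± 23.6 in the treadmill group, 77.4 ± 43.5 in catgut group 1 and 101 ± 36.6 in catgut group 2. Its log2 fold change was 0.18 between the treadmill and control groups (adjusted p = 0.906) and 0.58 between catgut group 1 and the treadmill group (adjusted p = 0.872). Between catgut group 2 and the treadmill group it was 0.99 (SE 0.359, adjusted p = 0.317), with 4 of 6 catgut libraries above every treadmill library. The exact permutation p was 0.026 there, or 0.104 after adjustment over the 12 pairs of these genes and the 3 comparisons.
Slc27a2 (ENSRNOG00000010128, on chromosome 3, 119014620 to 119052531) had 0.33 ± 0.632 FPKM in the control group and 0.386 ± 0.514 FPKM in the treadmill group, a log2 fold change of 0.27 (adjusted p = 0.972). It had 0.0603 ± 0.0754 FPKM in catgut group 1 and 0.0545 ± 0.108 FPKM in catgut group 2. Against the treadmill group, its log2 fold changes of -2.70 and -2.95 did not meet the paper's criterion, with exact permutation p-values of 0.193 and 0.195. Fabp1 (ENSRNOG00000006675, on chromosome 4, 99063181 to 99066954) had 4.33 ± 10.4 FPKM in the control group and 6.42 ± 14.1 FPKM in the treadmill group, a log2 fold change of 0.56 (adjusted p = 0.942). Control replicate 2 had 25.5 FPKM and treadmill replicate 3 had 35.1 FPKM, and the group medians were 0.0765 and 0.344. All libraries of both catgut groups were at or under the limit of detection for Fabp1, as were 4 of 6 treadmill libraries and 5 of 6 control libraries. The gene was at least 16.1-fold lower in catgut group 1 (adjusted p = 0.285) and at least 17.5-fold lower in catgut group 2 (adjusted p = 0.17) than in the treadmill group. Without treadmill replicate 3 these bounds were 1.6-fold and 1.73-fold. Its exact permutation p-values were 0.00649 and 0.0152, or 0.0779 and 0.0912 after adjustment over the 12 pairs. Apoc3 had 2.75 ± 6.7 FPKM in the control group, a log2 fold change of 0.38 between the treadmill and control groups (adjusted p = 0.968). In catgut group 1 it was at least 12.1-fold lower than in the treadmill group (adjusted p = 0.262), or at least 1.84-fold without treadmill replicate 3. Slc27a2, Fabp1 and Apoc3 are also on a list of liver transcripts, and control replicate 2 and treadmill replicate 3 held the highest values of Alb, 135 and 226 FPKM.
A list of 66 tested genes of the pathway had a median log2 fold change of 0.10 between the treadmill and control groups, -0.06 between catgut group 1 and the treadmill group and 0.04 between catgut group 2 and the treadmill group. Its p-values from limma's camera test were 0.0911, 0.164 and 0.698, or 0.137, 0.265 and 0.955 after adjustment over 9 gene lists. With fry, which presets no correlation between genes, the unadjusted p-values were 0.459, 0.479 and 0.776. No gene of the list had an adjusted p under 0.05, either adjusted over the list alone or over all genes tested, and 1, 7 and 8 of its genes were DEGs in the 3 comparisons. From the pathways that the transcriptome and the metabolome shared (Figure 7b, Table 4), the paper turned to these genes of the PPAR signaling pathway and measured them by RT-PCR (Figure 9).

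**Figure D2:**
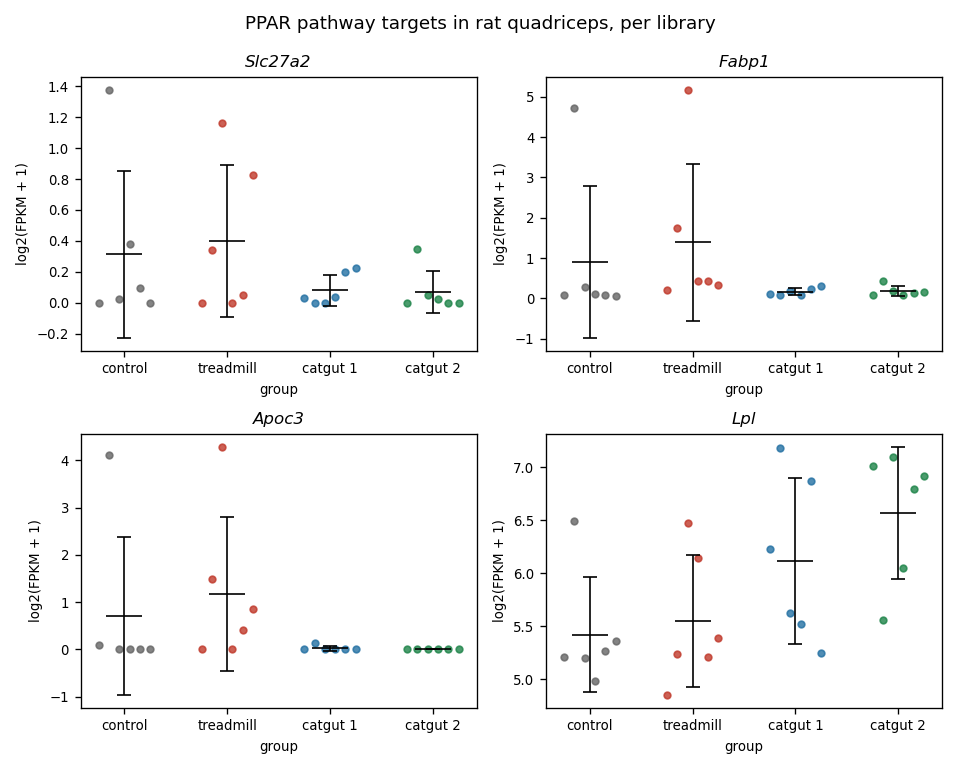
Expression of Slc27a2, Fabp1, Apoc3 and Lpl as log2(FPKM + 1) in each of the 24 libraries by group, with 1 point per library, black bars for group means and error bars for the SD. For Fabp1, control replicate 2 at 4.73 and treadmill replicate 3 at 5.17 lie far above the other libraries, and for Lpl control replicate 2 is the highest control library at 6.49.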

### 3.3. TG, TC, LDH, HDL, ALT, AST, GLU, Arachidonic Acid, and Free Fatty Acid in the Blood Altered by Exercise-Induced Fatigue and Treatment

The TG, TC, LDH, ALT, AST, and GLU levels were measured by using a fully automated blood biochemical analyzer, as shown in Figure 8a–g. Serum FFA and AA were determined using ELISA assay kits, and the results are shown in Fig. 8h-i. Compared with the control group, in the treadmill group, LDH, ALT, and AST were significantly higher (*p* < 0.05), and TG, TC, GLU, FFA, and AA were significantly lower (*p* < 0.05); in acupoint catgut group 1, AST was significantly higher (*p* < 0.05), and TG, TC, and GLU were significantly lower (*p* < 0.05); and in acupoint catgut group 2, ALT and AST were significantly higher (*p* < 0.05), and TG, GLU, FFA, and AA were significantly lower (*p* < 0.05). Compared with the treadmill group, TG, LDH, ALT, and AST were significantly lower in acupoint catgut embedding group 1 (*p* < 0.05); FFA and AA were significantly higher in acupoint catgut embedding group 1 (*p* < 0.05); and LDH was lower in acupoint catgut embedding group 2 (*p* < 0.05). Compared with acupoint catgut embedding group 1, acupoint catgut group 2’s ALT was significantly higher (*p* < 0.05), and AA was significantly lower (*p* < 0.05). There were no other significant between-group differences.

### 3.4. Effect of Acupoint Catgut Embedding on the PPAR Signaling Pathway

We next scrutinized the effect of catgut embedding on the four targets. *Slc27a2*, also known as FATP2, plays a role in the transport of long-chain fatty acids across the cell membrane and their intracellular accumulation [21]. Fatty acid binding protein 1 (*Fabp1*) has a wide range of ligands, including fatty acyl-CoA, bilirubin, heme, hydroxyl and hydroperoxide metabolites of fatty acids, other hydrophobic ligands, and other substances, indicating that *Fabp1* has a variety of functions and effects [22]. *Apoc3* is also a key factor in plasma triglyceride metabolism, as are other apolipoproteins [23]. *Lpl* plays a key role in lipid metabolism by catalyzing intravascular triglyceride hydrolysis to fatty acids by catalyzing proteins such as lipoproteins [24].

The expression of *Slc27a2*, *Fabp1*, *Apoc3*, and *Lpl* genes was determined by RT-PCR. Compared with controls, the treadmill group showed greater expression of *Slc27a2*, *Fabp1*, and *Apoc3* mRNA (*p* < 0.05), and there were no significant differences among the other groups (*p* > 0.05) (Figure 9a–c). Compared with the model group, catgut 1 and catgut 2 groups showed lower *Slc27a2* mRNA (*p* < 0.05), and the differences between the other groups were not significant. Compared with the control group, the model, catgut 1, and catgut 2 groups showed higher expression of *Lpl* mRNA (*p* < 0.05) (Figure 9d). In addition, *Lpl* mRNA in the catgut 2 group was higher than in the model group (*p* < 0.05). Differences in *Lpl* mRNA expression between the other groups were not significant (*p* > 0.05).

## 4. Discussion

Around 60 years ago, it was established that fat is transported to muscle cells in the form of free fatty acids (FFAs) [25]. The ability to transport, ingest, and oxidize fatty acids is critical to meeting the metabolic demands of endurance exercise, as carbohydrates do not solely meet the energy demands of prolonged exercise. The lipolysis of fat is stimulated by exercise-induced catecholamine hormones, and the oxidation of fatty acids from lipolysis helps avert the depletion of glycogen stores by providing fuel for prolonged exercise [26,27]. 

Luiz Gustavo Marin Emed measured acute changes in lipid levels in ultramarathon runners who completed an event and found that there was a downward trend in TG and TC without changes in HDL, indicating that exercise can reduce triglycerides and cholesterol due to their mobilization from visceral and subcutaneous adipose tissue, and that VLDL-C in TG is broken down into FFA by lipase. Elevated LDH demonstrated an increase in muscle injury following endurance exercise [28]. In our study, TG and TC were lower in the treadmill group compared to the control group, and TG was lower in acupoint embedding group 1 than in the treadmill group. These findings show that EF promoted fat oxidation and decomposition, that TG and TC were reduced by EF, and that acupoint embedding can promote adipolysis. No obvious differences were seen in TG and TC levels in acupoint embedding group 2 compared to the treadmill group, indicating that there was no obvious effect on adipolysis in rats in acupoint embedding group 2. Serum LDH was increased by exercise fatigue but reduced in the catgut groups; there was no significant difference in LDH between the two catgut groups. These data show that catgut embedding can alleviate exercise-induced fatigue by reducing blood LDH, which may reduce the amount of lactate accumulation in skeletal muscle.

Sprague-Dawley rats swim-trained for one hour daily for one month show increased serum AST and ALT, demonstrating that intense exercise can induce liver stress and injury [29]. We found that our treadmill group showed elevated ALT and AST compared to controls, corroborating these results. Catgut group 1 showed reduced ALT and AST, demonstrating that this treatment can promote the repair of liver injury due to EF; catgut group 2 did not show this reduction, suggesting that the specific acupoints utilized in the former group are required for the effect.

Six weeks of intensive endurance training (10 men and 3 women aged 29 ± 2) was previously shown to reduce plasma free fatty acid levels [30]. Dogs weighing 10–15 kg were pancreatectomized under morphine-pentothal anesthesia. Sodium-L(+)lactate (pH 7.4) was infused intravenously; as the blood lactate level rose, plasma FFAs decreased, showing a negative correlation between the plasma FFA level and the concentration of blood lactate [31]. In this study, we also found that free fatty acids were reduced in the treadmill group compared to the control group; this reduction may be due to reduced muscle glycogen, increased lactate production and lactic acid accumulation, and reduced free fatty acids. Catgut embedding group 1 significantly increased serum free fatty acids, and their levels were not different from those in the control group. This shows that catgut treatment attenuates the effects of exercise-induced fatigue.

Fourteen individuals who frequently exercised (six men and eight women, age 36.9 ± 8.4) were provided additional exercise for 6 weeks; blood AA was shown to decrease with the increasing intensity of exercise. This demonstrated an increase in fatty acid metabolism and utilization by increasing skeletal muscle blood flow during exercise [32]. Serum cytokines were measured in 10 male subjects (mean age 27.5 years, range 24–37 years) after a marathon, showing that strenuous exercise can induce an increase in proinflammatory and inflammation-responsive cytokines [33]. Serum fatty acids and cytokines were tested in blood samples from 595 men and 748 women in the Chianti area, showing that serum AA is inversely associated with blood inflammatory markers [34]. In this study, we also found reduced AA in the treadmill group compared to the control group. In catgut embedding group 1, serum AA significantly increased to similar levels to the control group. This shows that catgut treatment can mitigate the inflammatory response to exercise.

In one study, obese individuals engaged in at least three weekly aerobic exercise sessions and ate a low-calorie diet for three months. FATP2, also known as *Slc27a2*, was found to modulate the obesity index and cardiorespiratory fitness in this group [35]. We also found that the expression of the fatty acid transporter *Slc27a2* was increased in the treadmill group compared to the control group. In the catgut group, *Slc27a2* was reduced, which may suggest the normalization of FFA mechanisms.

*Fabp1* plays a central role in the transport and utilization of fatty acids in cells. Besides participating in the uptake, transport, and metabolism of lipid ligands such as long-chain fatty acids, *Fabp1* also participates in the regulation of mitosis, cell growth, and differentiation [36,37,38]. Various animal and cell-based experimental models have shown that *Fabp1* plays a crucial role in regulating liver lipid metabolism. At the same time, studies have shown that the downregulation of *Fabp1* helps to enhance the clearance of autophagy [39]. In one study, C57BL/6 mice exercised for 12 weeks while receiving a high-fat diet. Exercise was found to be protective against the adverse hepatic effects of the diet; the effects were thought to be mediated by a reduction in *Fabp1*, resulting in improved hepatic lysosomal activity [40]. In our study, we found that *Fabp1* was increased in the model group, which may be related to disordered lipid metabolism due to exercise fatigue. This would result in the increased uptake and accumulation of fatty acids in target tissues and impaired cell lysosome function, which in turn enhances autophagy. Compared with the model group, *Fabp1* was downregulated in the catgut embedding group, which suggests that this treatment was able to restore lysosomal function, which would help to enhance autophagic clearance and reduce lipid accumulation in the muscle.

We also found that *Apoc3* was increased in the treadmill group compared with the control group, which may be due to exercise fatigue leading to impaired lipid metabolism. Compared with the treadmill group, *Apoc3* was downregulated after the acupoint catgut embedding pretreatment, indicating that acupoint catgut embedding normalized lipid metabolism. Studies have shown that *Apoc3* inhibits *Lpl*-dependent plasma triglycerides, and clearance stimulates hepatic VLDL secretion [41,42]. The utilization of plasma triglycerides depends on the disturbance of lipid metabolism in the body caused by exercise-induced fatigue. The upregulated expression of *Lpl* in the model group may be due to insufficient energy supplies caused by exercise fatigue, which promotes the upregulation of *Lpl* expression and further catalyzes the hydrolysis of triglycerides in plasma to fatty acids. Compared with the model group, the expression of *Lpl* was upregulated after the acupoint catgut embedding pretreatment, indicating that acupoint catgut embedding may promote the hydrolysis of triglycerides in the body’s plasma to fatty acids by upregulating the expression of *Lpl*, and the fatty acids are further oxidized to provide energy. In other studies, *Apoc3* was found to inhibit *Lpl*-dependent plasma TG clearance; this is consistent with our findings [43].

## 5. Conclusions

We found that acupoint catgut embedding can promote fat decomposition, reduce lactic acid accumulation, and also promote tissue damage repair and liver damage repair caused by exercise fatigue. Catgut embedding acupuncture improves rat exercise tolerance by regulating lipid metabolism through the PPAR signaling pathway. This involves the upregulation of *Lpl* and the downregulation of *Slc27a2*, *Fabp1*, and *Apoc3* to enhance fat metabolism and thereby energy availability.

## Figures and Tables

**Figure 1:**
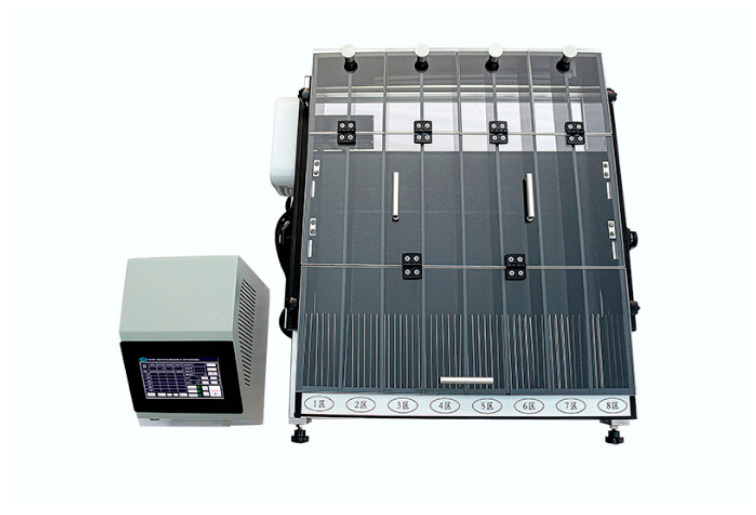
Treadmill setup.

**Figure 2:**
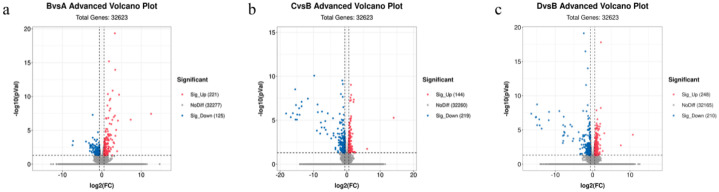
Volcano plot of DEGs among the study comparison groups. (**a**) Volcano plot of DEGs in BvsA. (**b**) Volcano plot of DEGs in CvsB. (**c**) Volcano plot of DEGs in DvsB. A: control group; B: treadmill group; C: acupoint catgut embedding group 1; D: acupoint catgut embedding group 2; DEGs: differentially expressed genes.

**Figure 3:**
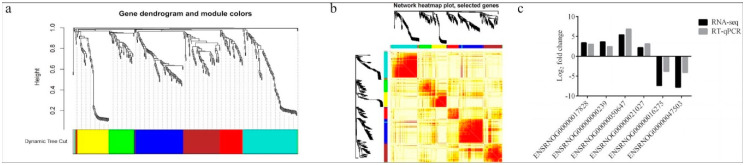
(**a**) WGCNA analysis clustering dendrogram. (**b**) Heatmap of the degree of difference between genes analyzed by WGCNA. (**c**) Comparison of transcriptome and RT-qPCR results. WGCNA: weighted correlation network analysis.

**Figure 4:**
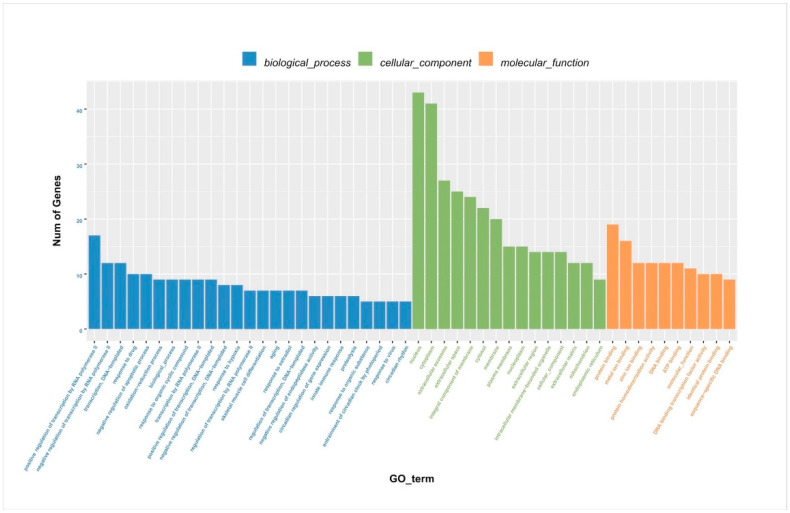
Column chart of DEG GO enrichment analysis. DEGs: differentially expressed genes; GO: gene ontology.

**Figure 5:**
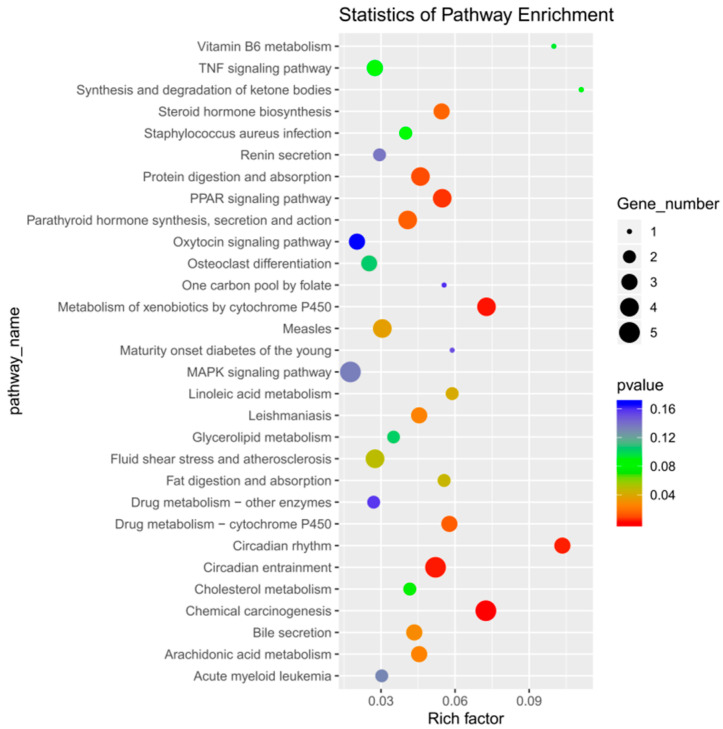
Bubble diagram of DEGs KEGG enrichment analysis. DEGs: differentially expressed genes; KEGG: Kyoto Encyclopedia of Genes and Genomes.

**Figure 6:**
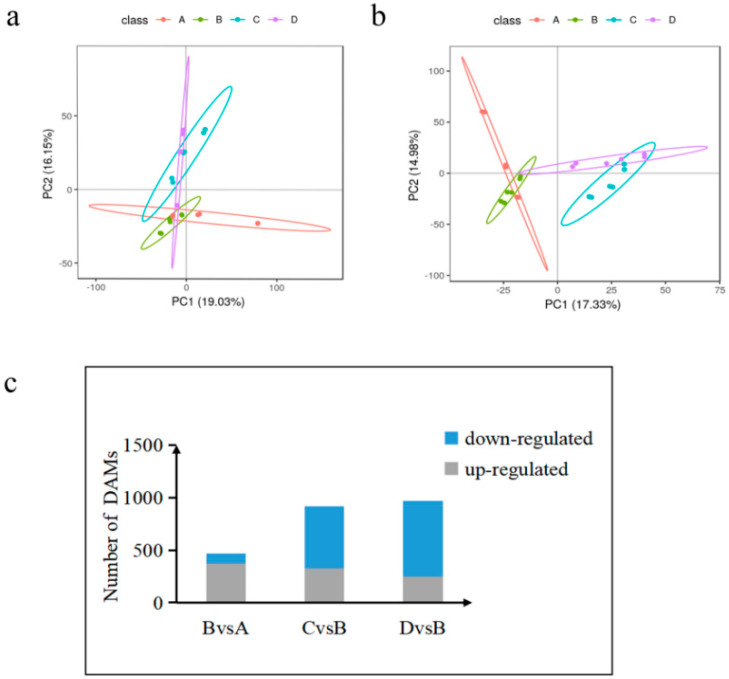
Accumulated metabolite PLS-DA and analysis of DAMs in each comparison group. (**a**) Core diagram of PLS-DA model for each comparison group in the case of positive model. (**b**) Core diagram of the PLS-DA model for each comparison group in the case of negative model. (**c**) Differential number of DAMs in each comparison group. A: control group; B: treadmill group; C: acupoint catgut embedding group 1; D: acupoint catgut embedding group 2. PLS-DA: partial least-squares discriminant analysis; DAMs: differentially accumulated metabolites.

**Figure 7:**
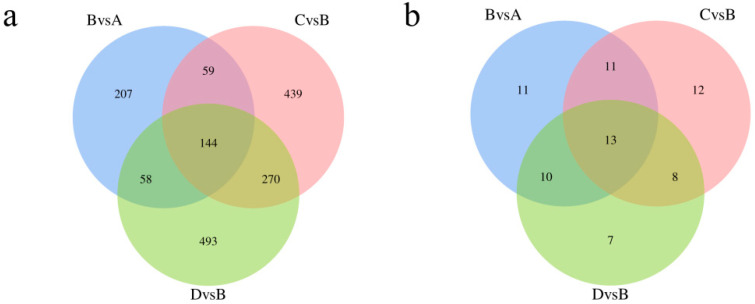
Venn diagram of DAMs and KEGG enrichment analysis. (**a**) Venn diagram of DAM enrichment analysis between each comparison group. (**b**) Wayne diagram of enrichment signaling pathway in each comparison group. A: control group; B: treadmill group; C: acupoint catgut embedding group 1; D: acupoint catgut embedding group 2. DAMs: differentially accumulated metabolites; KEGG: Kyoto Encyclopedia of Genes and Genomes.

**Figure 8:**
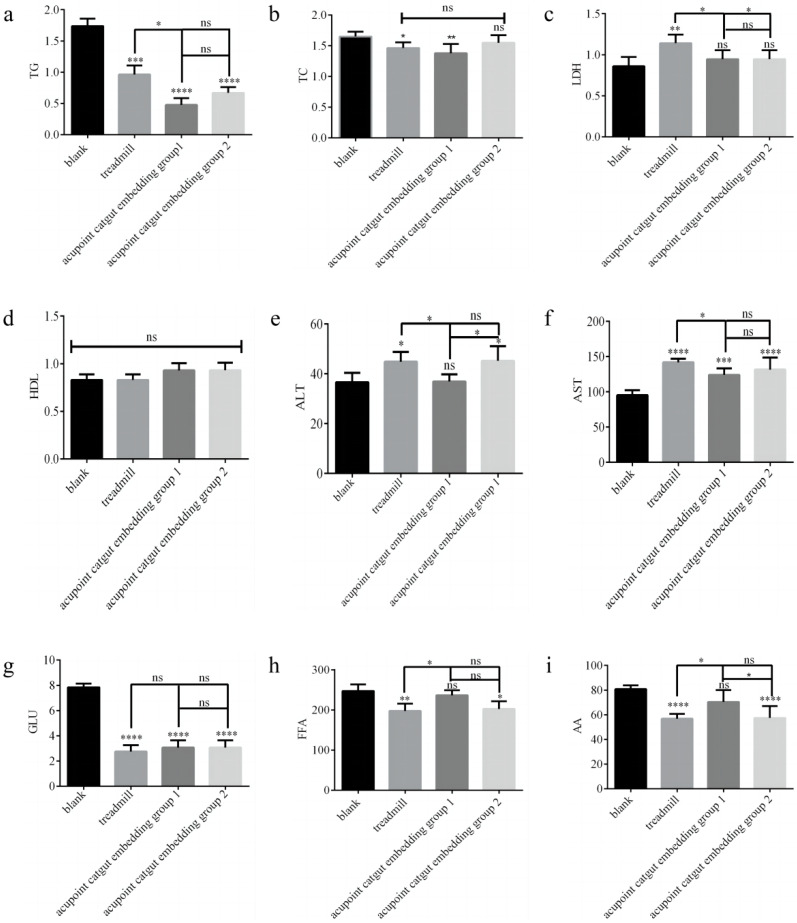
Biomarkers of lipid metabolism in the blood. (**a**) TG, (**b**) TC, (**c**) LDH, (**d**) HDL, (**e**) ALT, (**f**) AST, (**g**) GLU, (**h**) FFA, and (**i**) AA. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; ns: not significant (*p* > 0.05). TG: triglyceride; TC: total cholesterol; LDH: lactate dehydrogenase; HDL: high-density lipoprotein; ALT: alanine transaminase; AST: aspartate aminotransferase; GLU: glucose; AA: arachidonic acid; and FFA: free fatty acid.

**Figure 9:**
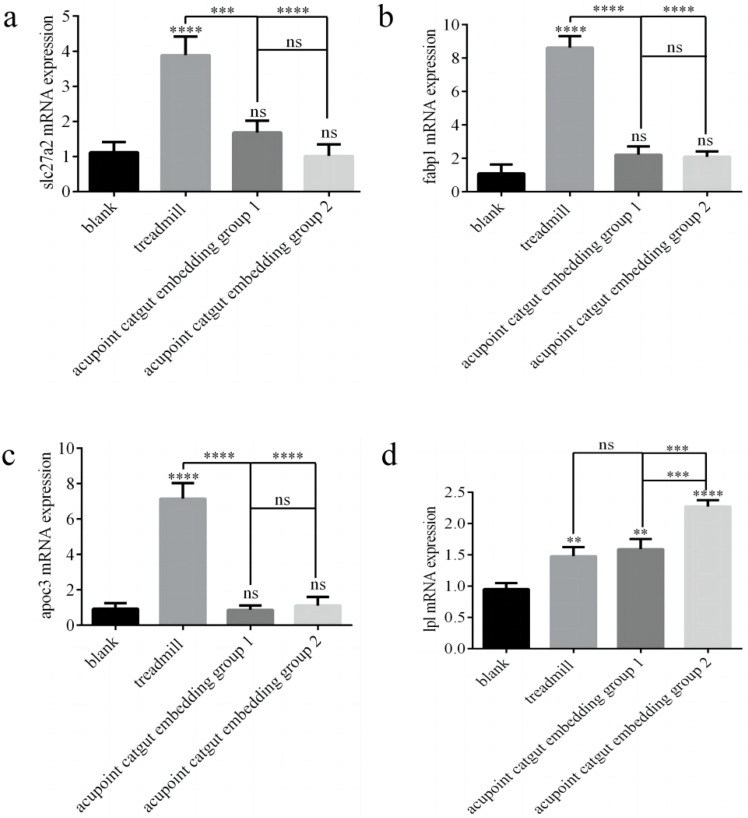
*Slc27a2*, *Fabp1*, *Apoc3*, and *Lpl* gene mRNA and protein expression in the quadriceps femoris related to the PPAR signaling pathway. (**a**) *Slc27a2* mRNA, (**b**) *Fabp1* mRNA, (**c**) *Apoc3* mRNA, and (**d**) *Lpl* mRNA. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001; ns: not significant (*p* >0.05). *Slc27a2*: solute carrier family 27 member 2; *Fabp1*: fatty acid binding protein 1; *Apoc3*: apolipoprotein C3; *Lpl*: lipoprotein lipase.

**Table 1:** HP-LC gradient elution parameters.

Time/min	Liquid B Composition in the Mobile Phase
0–0.5 min	5 B%
0.6–7 min	5–100% B
7–8 min	100% B
8–8.1 min	100–5% B
8.1–10 min	5% B

**Table 2:** Primer sequences.

Primer Name	Forward (5′–3′)	Reverse (5′–3′)
ENSRNOG00000017828	TGTGCCAGGACAACATCATTAGC	TAGCCGTGGTCGTCTGCGTAC
ENSRNOG00000000239	AGATGAACAGAAACCAACCC	AGTCCACCCATTTCAGCACAGTTC
ENSRNOG00000050647	CAGGTGAACTACAAGGGCGAGAAC	AGTAGGCGGGCACGGTGATC
ENSRNOG00000021027	CACCGCTTCTCAGAGGAGGAATTG	TCGACCTCTTGGCTGCTTCATTG
ENSRNOG00000016275	GTCAGATTGGCAGGGATCAGCAG	ATATCAGTCCAGCGAGGCAGAGG
ENSRNOG00000047503	TACTGGAGCAAGTTCACTGATAAG	GGAGGCAGCAGGATAGATGG
*Slc27a2*	TACTGGAGCAAGTTCACTGATAAG	GTAGCAGAGACTTGGCACGGATG
*Fabp1*	CCAGAAAGGGAAGGACATCAAGGG	TGGTCTCCAGTTCGCACTCCTC
*Apoc3*	GCCCTGAGGACCAACTAACAACAC	TTCGGAGGCAGCAGGATAGATGG
*Lpl*	GATTTACACGGAGGTGGACATCGG	ACCAGTCTGACCAGCGGAAGTAG
*β-Actin*	CTGAGAGGGAAATCGTGCGTGAC	AGGAAGAGGATGCGGCAGTGG

**Table 3:** Common signaling pathways in three comparison groups.

Pathway ID	Pathway Name
map01210	2-Oxocarboxylic acid metabolism
map00140	Steroid hormone biosynthesis
map01523	Antifolate resistance
map04913	Ovarian steroidogenesis
map05200	Pathways in cancer
map05215	Prostate cancer
map04726	Serotonergic synapse
map00590	Arachidonic acid metabolism
map03320	PPAR signaling pathway
map00061	Fatty acid biosynthesis
map00071	Fatty acid degradation
map01040	Biosynthesis of unsaturated fatty acids
map00591	Linoleic acid metabolism

**Table 4:** Signaling pathways enriched by transcriptomics and metabolomics.

Pathway ID	Pathway Name
map00140	Steroid hormone biosynthesis
map01523	Antifolate resistance
map05200	Pathways in cancer
map04726	Serotonergic synapse
map00590	Arachidonic acid metabolism
map03320	PPAR signaling pathway
map00591	Linoleic acid metabolism

## Data Availability

All raw data generated in this project has been deposited to the gene expression omnibus (GEO) with the accession code GSE220191.

How the deposited data were processed for this re-analysis (not part of the article)

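RNA from the quadriceps femoris muscle of 24 rats was sequenced by the authors, with 6 libraries each in the control, treadmill, catgut 1 and catgut 2 groups. The labels give the tissue as quadriceps muscle, although their extraction protocol speaks of an adipose type. The deposited table lists 21067 genes by rat Ensembl identifier, with coordinates, gene symbol, KEGG pathways, a count and an FPKM value for every library. FPKM is the authors' normalization to transcript length and mapped fragments, and the counts are whole numbers that were used as listed. Their commonest values above 0, 4 and 8, leave open whether they were worked back from coverage. The aligner, the counting tool and the build are not stated in the paper's text or in the sample labels. Of all values, 23.3 percent were 0, and 0 libraries held the values of another. The group of each library came from its label. The labels number the replicates from 1 to 6, and the numbers carry no stated pairing.

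The total count per library was between 45945938 and 78278080. Since the commonest count above 0 was 4, a gene was taken as detected above 12 counts, the equivalent of 3 fragments. Where all libraries of a group were at or under this limit, the fold change against it was computed from the limit and is given as a lower bound. Fitted log2 fold changes of such genes, where they are printed as well, do not measure the size of the difference. These bounds cover counting error only.

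Before the data were examined, the comparisons, the tests, the gene lists, the rule for naming genes and a set of alternatives were fixed. That plan assumed that only FPKM would be deposited and named limma on log2(FPKM + 1). Since the table also holds counts, the main test became edgeR's quasi-likelihood test, and the planned limma fit was run as an alternative. Genes with a mean FPKM of at least 0.1 over the 24 libraries were tested, 14772 in all. For each comparison, the libraries of the groups compared were normalized by TMM and fitted alone with R 4.3.3 and edgeR 4.0.16. The standard error of a log2 fold change was taken from the fold change and the F statistic. Adjusted p-values are Benjamini-Hochberg values over all genes tested. The paper's criterion for DEGs is a ratio of group mean FPKM over 1.5 or under 0.667 with an unadjusted p under 0.05. The comparisons were treadmill against control, catgut 1 against treadmill and catgut 2 against treadmill. Catgut 2 against catgut 1 was tested as well, and catgut 1 against control for the RT-qPCR gene that the paper reports there. The genes named are those the paper names and, in each of the first 3 comparisons, the 3 higher and 3 lower DEGs with a symbol and the smallest p. Members of a gene list may be named with their list. The exact permutation test of log2(FPKM + 1) is two-sided and covers all 924 arrangements of 12 libraries. For Slc27a2, Fabp1, Apoc3 and Lpl, its p-values were also adjusted over the 12 pairs of gene and comparison.

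Gene lists (PPAR pathway, liver, intestine, kidney, clock, immediate-early exercise response, interferon response, adipose and blood) were tested with camera at an inter-gene correlation of 0.01, and again with fry and with an estimated correlation, from limma 3.58.1. KEGG pathways with at least 5 tested genes were tested with a one-sided Fisher's exact test on the DEGs pooled over the 3 comparisons, against the tested genes that have a pathway. Modules of the pooled DEGs were made from unsigned correlations at a power of 6, topological overlap and average linkage, with the number of modules fixed at 6. Correlations between comparisons were set against 100 simulated sets of unchanged groups. In each, the libraries were shuffled after group means were removed, and a random group was shared in place of the treadmill libraries. For each comparison, 100 splits of its 12 libraries, the real one included, were drawn with the seed 20230205, without regard to Y-linked transcripts. The steps were tested on simulated data. The changed genes were not among those with the lowest counts, and the spread of each gene followed its mean count alone. The rates describe the simulation only. With 200 genes changed, edgeR recovered 74.5 percent of them at an adjusted p under 0.05, limma 63 percent and DESeq2 76 percent, with 10, 7 and 28 unchanged genes called. The exact permutation test recovered 0 at an adjusted p under 0.05, since its smallest p is too large for this number of genes, and 184 by the paper's criterion. The figures were drawn with matplotlib 3.10.9.

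The alternatives fixed in this way were no filter on low values, a mean FPKM of at least 1, robust fitting, 1 fit over all 4 groups, scaling by median ratios, the replicate number as a block, the Y-linked level as a covariate, limma with a pseudocount of 1 or 0.1, with and without a trend and with robust fitting, exact permutation p-values, a fold change from the model, each library left out in turn, another background or only the DEGs that every such fit calls for the pathways, and a power of 9 or 1 library less for the modules. After the data were seen, DESeq2 1.42.0, counts divided by 4, the clock level and the liver level as covariates, pathways without genes whose correlation with Alb is over 0.8 or without the liver list, the PPAR list as the table annotates it and the PPAR list without its liver members were added. The dynamic tree step of WGCNA, the GO analysis, the metabolome, the blood measures and RT-PCR were left out, because the package, the exact gene sets or the measurements were not at hand.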

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

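The tests of liver, intestine and kidney RNA, of a treadmill effect and of library size on the liver transcripts, of treadmill replicates 2 and 3, of the PPAR pathway without the liver list, of library size and of an effect of catgut embedding on the clock, of library size on the immediate-early list, of the Y-linked transcripts and of Knop1 were chosen only after the result was seen. Of 126 groups of 6 libraries examined for a library far from the others, 16 had one, where 6 are expected by chance.

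In control replicate 2 and treadmill replicate 3, liver transcripts lay far above the other libraries of the group. On the scale of log2(FPKM + 1), control replicate 2 had 4.14 for Ttr, 4.12 for Apoc3, 1.38 for Slc27a2 and 4.73 for Fabp1, and a mean of 3.19 over the liver list. Treadmill replicate 3 had 4.29 for Apoc3 and 5.17 for Fabp1, a mean of 3.61 over the liver list and a mean of 3.56 over the PPAR pathway list, where the other treadmill libraries had 2.91 to 3.12. Alb, a gene outside those the paper discusses, had 226 FPKM in treadmill replicate 3, 135 FPKM in control replicate 2, 14.3 FPKM in treadmill replicate 2 and at most 3.14 FPKM elsewhere. The liver list made up 0.0846 percent of all FPKM in treadmill replicate 3 and 0.0607 percent in control replicate 2, against 0.00342 percent in the median library. The tables argue against a difference in library size, since total counts differed by a factor of 1.7 at most. They also argue against intestine or kidney RNA as the source, which would bring its own transcripts. The intestine list summed to 6.35 FPKM in treadmill replicate 3 and 2.92 in control replicate 2, and the kidney list to 0.0277 and 0.0335 FPKM, where the liver list summed to 577 and 396 FPKM. Of the 26 liver genes tested, 22 had these 2 libraries highest, and the log2 ratio of the libraries had a median of 0.46 over 24 genes, from -0.34 to 1.31. Only 4 liver genes reached 1 FPKM in the median library. A candidate explanation is therefore liver RNA in these 2 libraries, as a trace carried over during dissection or library preparation would bring. A treadmill effect on the muscle cannot be told apart from no effect, since the liver level did not differ between the treadmill and control groups (exact permutation p = 0.351) and 1 library in each group decides it.

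Among the liver list's genes, 4 are the paper's: Slc27a2, Fabp1, Apoc3 and Ttr. The list was lower in both catgut groups than in the treadmill group, with median fitted log2 fold changes of -6.49 and -5.67, or -3.27 and -3.13 with genes under the limit of detection at their bound. The fry p-values were 0.0813 and 0.11, or 0.366 and 0.496 adjusted over the 9 lists. Without treadmill replicate 2, the fitted medians were -6.64 and -5.83, with fry p-values of 0.131 and 0.169. Without treadmill replicate 3, they were -3.35 and -2.56, with fry p-values of 0.0392 and 0.063, and with genes at their bound they were -0.80 and -0.51. Treadmill replicate 3 thus sets much of the size of the difference. As the only source of the difference it is argued against by the mean log2 CPM of the list, which still differed without it in catgut group 1 (difference of -1.51, exact permutation p = 0.0216) and in catgut group 2 (difference of -1.27, exact permutation p = 0.0411), with 3 of the 5 treadmill libraries left above every library of each catgut group. Treadmill replicates 2 and 3 as the joint source cannot be told apart from a difference in more libraries, since without both the exact permutation p was 0.0619 and 0.0905 with 4 treadmill libraries left. Of 100 splits of the libraries, 2 gave as small a fry p for catgut group 1 and 8 for catgut group 2. A loss of liver transcripts through catgut embedding was not tested apart from liver RNA in the treadmill libraries.

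The PPAR signaling pathway held 7 DEGs between catgut group 1 and the treadmill group and 8 between catgut group 2 and the treadmill group. Of the 5 genes that the pathway shares with the liver list, 4 were among the DEGs in each comparison. Without the liver list, the pathway held 3 DEGs among 60 genes where 1.99 were expected (Fisher's exact p = 0.319) and 4 where 2.38 were expected (Fisher's exact p = 0.214). Transcripts of the liver list are thus a candidate explanation for part of the pathway's place among these DEGs. The ratios of observed to expected that are left, 1.51 and 1.68, stay open. Among the DEGs left in both comparisons, Apoa5 and Cyp8b1 also varied with Alb, with correlations of 0.947 and 0.906. Scd in catgut 1 (-0.108) and Angptl4 (0.477) and Lpl (0.0808) in catgut 2 did not. For the whole PPAR pathway list, 47, 57 and 85 of 100 splits gave as small a fry p in the 3 comparisons.

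Several other libraries lay apart from their group, and no technical or biological explanation was tested for them. For Ccl7, treadmill replicate 2 had 4.59 where the others had 0.53 to 1.75. For Lpl, control replicate 2 had 6.49 where the others had 4.98 to 5.37. For Col5a3, catgut 2 replicate 2 had 2.43 where the others had 1.2 to 1.64. Other libraries stood above their group at values near 0. Apoc3 had 0.135 in catgut 1 replicate 2 where the others had 0. In catgut 2 replicate 2, Slc27a2 had 0.348 where the others had 0 to 0.0504. Fabp1 had 0.429 there where the others had 0.082 to 0.185. The values of Apoc3 and Fabp1 are at or under the limit of detection. Control replicate 4 had a total count of 61682752, where the other control libraries had 72950412 to 78278080.

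The immediate-early exercise response list, which the paper does not report, had a median log2 fold change of 1.14 between the treadmill and control groups. Of its 34 genes, 31 were higher, 22 were DEGs, 22 had an adjusted p under 0.05 adjusted over the list alone, and 3 had one over all genes tested. Egr3 and Hspa1b, which are on the list, were picked by the study. The fry p was 0.000481, or 0.00433 adjusted over the 9 lists, and 1 of 100 splits, the real one, gave as small a p. A difference in library size is argued against by total counts that differed by a factor of 1.37 at most and had the lower median in the treadmill group. Liver RNA in single libraries is argued against by a median of 1.20 with the liver level as a covariate. The run to exhaustion and the weeks of training both set the treadmill group apart from the control group and stay open, since the design does not part them.

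The clock list differed between the treadmill group and both catgut groups. Its median log2 fold change was 0.48 between catgut group 1 and the treadmill group (12 of 19 genes higher), with a fry p of 2.8e-05, or 0.000252 adjusted over the 9 lists, and 0.19 between catgut group 2 and the treadmill group (11 of 19 higher), with a fry p of 0.000248, or 0.00223 adjusted. In each comparison, 11 genes had an adjusted p under 0.05 adjusted over the list alone, while 2 and 4 had one over all genes tested, and 1 of 100 splits, the real one, gave as small a fry p. The members moved in both directions. Arntl had log2 fold changes of -1.80 and -2.37 and Per3 ones of 1.09 and 1.26. A difference in library size is argued against, since total counts differed by a factor of 1.51 at most and the 11 genes moved in both directions (9 higher and 2 lower, and 8 higher and 3 lower). With the Y-linked level as a covariate, the fry p-values were 0.000276 and 0.000492. Against the control group, the list had fry p-values of 0.0548 in catgut 1, 0.422 in catgut 2 and 0.103 in the treadmill group, or 0.0575, 0.209 and 0.181 with the Y-linked level as a covariate. The clock level is the mean of Dbp, Per2, Per3, Ciart and Nr1d2 minus that of Arntl and Npas2. These 7 genes were chosen after the data were seen and are DEGs in both catgut comparisons, so the level is not tested between these groups. In the control group it was 4.76 to 5.58 in the 3 libraries with Y-linked transcripts and -0.61 to 3.61 in the others, and the libraries with them also had the higher level in the treadmill and catgut 1 groups but not throughout catgut group 2. An effect of catgut embedding and a rhythm that also varies among untreated rats cannot be told apart here. For the first, 3 control libraries, without catgut, reached the lowest clock level of the catgut libraries. For the second, slopes of the other genes on the clock level within the control group correlated across genes with the catgut 2 changes at 0.219, and 62 of 720 orders of the control libraries gave as high a correlation (exact permutation p = 0.0861). For the catgut 1 changes the correlation was 0.159 (exact permutation p = 0.183). These slopes also carry the difference between control libraries with and without Y-linked transcripts. The paper's text gives no time of day for the sampling of each group.

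Y-linked transcripts, from 2 genes, were found in 2 of the 6 libraries of catgut group 2 and in 3 of 6 in each other group, 11 of 24 in all. The paper states equal numbers of male and female rats, which would make 12. An exchange of libraries between groups would leave 12, so the total of 11 argues against it as the whole explanation. These transcripts were found in replicates 4 to 6 of the control, treadmill and catgut 1 groups and in replicates 1 and 5 of catgut group 2. Why the numbers differ in catgut group 2 was not tested, and no biological explanation was tested.

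Knop1 (chromosome 1, 188368581 to 188373571) was the single gene with an adjusted p under 0.05 between the catgut groups, with a fitted log2 fold change of 8.04 (adjusted p = 0.00776). It was listed at 0 in all 6 libraries of catgut group 1 and had at least 0.328 FPKM in every library of catgut group 2, at least 2.57-fold higher. In the control and treadmill groups, 5 libraries were at 0, 3 and 2 of them, and the others were not. The gene may thus be at 0 or above from rat to rat, as a strain variant or a difference in mapping would bring. Reads shared with the second gene named Knop1 (188556352 to 188572141) cannot be told apart from a difference between the groups. The summed CPM of both genes had a log2 ratio of 0.451 and did not differ (exact permutation p = 0.145), but the second gene had at least 28 counts in every library and outweighs the first.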

How the results depend on the processing

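Each result was recomputed with 1 choice changed at a time. DESeq2, counts divided by 4, the clock level and the liver level as covariates and the DEGs without genes that vary with Alb or without the liver list were chosen after seeing the data. The cause of a change was not tested unless it is named. In what follows, values stand in the order treadmill against control, catgut 1 against treadmill and catgut 2 against treadmill, unless 1 comparison is named.

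The directions of Egr3, Ccl7, Ttr and of the genes chosen by their p-value were the same under each alternative that was run for them. Ttr failed the paper's criterion in both catgut groups with robust limma (-1.38 and -1.34), DESeq2 and the clock level (-4.46 and -0.36), and in catgut 2 also with limma without a trend and with the liver level (-1.96). With the clock level, Per2, Wee1, Cry2, Arntl, Ucp3 and Tmem140 in catgut 2 and Lrrc30, Tmem140 and Col5a3 in catgut 1 failed it as well. Cry2, close to the limit of 1.5, also failed it without treadmill replicate 3, 4 or 6 or catgut 2 replicate 2 or 6. The number of DEGs was within 1.5 times the main count with robust fitting, 1 fit over all groups, median-ratio scaling, the replicate block, the Y-linked level, each limma fit, exact permutation p-values, DESeq2, counts divided by 4 and a fold change from the model. The largest module and the correlations between comparisons also stayed within these limits or kept their direction. Among 50 other results, 38 changed under at least 1 of the settings, with 38 weaker, 18 stronger and 87 reversed values among 1398 pairs of result and setting.

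Without a filter on low values, which adds genes, there were 791, 928 and 1039 DEGs and 578 between the catgut groups. Then 3 genes had an adjusted p under 0.05 in treadmill against control, and the blood list's median in catgut 1 against treadmill was 0.03 in place of -0.06. With a mean FPKM of at least 1, which leaves fewer genes, there were 240, 205 and 292 DEGs and 73 between the catgut groups, 0 genes there had an adjusted p under 0.05 (365 at an unadjusted p under 0.05), the blood list's median in catgut 1 was 0.01, 9 pathways had an adjusted p under 0.05 and 7 of the paper's pathways a p under 0.05.

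With 1 fit over all 4 groups, 15, 4 and 54 genes had an adjusted p under 0.05, and 0 between the catgut groups (490 at an unadjusted p under 0.05). With the Y-linked level as a covariate there were 5 in treadmill against control and 16 in catgut 1 against treadmill. With counts divided by 4 there were 0 between the catgut groups (503 at an unadjusted p under 0.05), and the log2 fold changes of Slc27a2 in the catgut groups, -2.56 and -2.82, met the paper's criterion. With DESeq2, 112, 139 and 309 genes and 8 between the catgut groups had an adjusted p under 0.05, and so did 9 pathways. The log2 fold changes of Apoc3 (-7.78 and -9.73) and Fabp1 (-5.60 and -5.46) in the catgut groups then failed the criterion.

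With limma on log2(FPKM + 1), 3 genes in catgut 1 against treadmill, 21 in catgut 2 against treadmill and 2 between the catgut groups had an adjusted p under 0.05. Without a trend there were 4 in catgut 1 and 20 in catgut 2. With robust fitting there were 5 in treadmill against control, 21 in catgut 2 and 2 between the catgut groups. With a pseudocount of 0.1 there were 4 in catgut 1 and 2 between the catgut groups. In the limma fits with a pseudocount of 1, the log2 fold changes of Apoc3 (-1.15 and -1.17) and Fabp1 (-1.22 and -1.21) failed the criterion. This scale draws values near 0 together. Under the same fits, the adipose list's median in catgut 2 was -0.02 in place of 0.03 and the kidney list's was 0.01 in place of -0.50. With a pseudocount of 0.1, the adipose list had 0.02 in treadmill against control and -0.06 in catgut 2, the PPAR pathway list 0.01 and the blood list 0.01 in catgut 1, and the kidney list 0.02 in catgut 1 and 0.54 in catgut 2. The ratio of observed to expected DEGs of the PPAR signaling pathway was 1.66 in the main analysis. With limma it was 1.30 at a pseudocount of 0.1. At a pseudocount of 1 it was 0.69, with 0.73 without a trend and 0.72 with robust fitting. In these fits 6, 6 and 4 pathways had an adjusted p under 0.05, and 7 of the paper's pathways a p under 0.05 in each.

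With exact permutation p-values, 0 genes had an adjusted p under 0.05 in any comparison, since the smallest p is 0.00216. At an unadjusted p under 0.05 there were 1091, 838 and 1418 genes, and 473 between the catgut groups. Apoc3 (-1.15 and -1.17) failed the criterion, the PPAR ratio was 0.73, 0 pathways had an adjusted p under 0.05 (28 at an unadjusted p under 0.05), and 7 of the paper's pathways had a p under 0.05.

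The labels number the replicates alike in every group, but the numbers do not pair the libraries. In the control, treadmill and catgut 1 groups they follow the Y-linked transcripts, found in replicates 4 to 6, so the block also takes up that difference there, and in catgut 2 these were found in replicates 1 and 5. Correlations of libraries with the same number, after group means were removed, were between -0.342 and 0.191, and at most 2 of 6 pairs were over 0.1. With the replicate number as a block, 2 genes in catgut 1 and 3 in catgut 2 had an adjusted p under 0.05 and 0 between the catgut groups (491 at an unadjusted p under 0.05). The adipose list's median was then 0.04 in treadmill against control and -0.05 in catgut 2, the kidney list had -2.00, 1.55 and 3.10, and 8 pathways had an adjusted p under 0.05.

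With the clock level as a covariate there were 266, 101 and 137 DEGs and 0 genes with an adjusted p under 0.05 in the 3 comparisons (805, 585 and 516 at an unadjusted p under 0.05). The clock level was at most 2.47 in the treadmill libraries and at least 3.74 in the catgut libraries, so it takes the place of the grouping there, and the losses in catgut 1 and catgut 2 say nothing on stability. In treadmill against control the groups overlapped in clock level (-0.98 to 2.47 and -0.61 to 5.58), so this does not cover the loss there. The log2 fold change of Dbp, a member of the clock level, was -0.21 in catgut 1. In treadmill against control, Apoc3 had -1.14, Slc27a2 -0.84, Fabp1 -1.87 and Lpl -0.16. In catgut 1, Apoc3 had -0.36 and Fabp1 2.26. In catgut 2, Apoc3 had -2.37, Slc27a2 2.83, Fabp1 3.44 and Lpl 1.52, which failed the criterion. The PPAR pathway list had -0.04, 0.10 and 0.51. The clock list had 0.07 in treadmill against control and -0.24 in catgut 2, the immediate-early list -0.44 in catgut 1 and -0.45 in catgut 2, the liver list -1.18, 1.07 and 2.06, and in catgut 2 the interferon list -0.03, the adipose list -1.71 and the intestine list 0.36. There were 8 pathways with an adjusted p under 0.05 and 4 of the paper's with a p under 0.05.

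With the liver level as a covariate there were 281 DEGs in catgut 1, 1 gene there had an adjusted p under 0.05 and 0 in catgut 2 (1196 at an unadjusted p under 0.05). The liver level itself differed between each catgut group and the treadmill group (exact permutation p = 0.00649 and 0.00866), so it takes up part of the grouping. Slc27a2 had -0.18 in treadmill against control, 0.46 in catgut 1 and 0.10 in catgut 2, Fabp1 0.10 and 0.07 in the catgut groups and Apoc3 -1.30 in catgut 1. The PPAR pathway list had 0.11 in catgut 1 and 0.15 in catgut 2, the immediate-early list -0.11 and -0.23, the liver list 0.09 and 0.08, the kidney list 1.50 in catgut 1, and in catgut 2 the clock list -0.04 and the interferon list -0.10.

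With the DEGs called in every fit that left out a library, 4 pathways had an adjusted p under 0.05 and the PPAR ratio was 2.41 (Fisher's exact p = 0.0369). With all tested genes as the background it was 1.88 (Fisher's exact p = 0.0483). Without the liver list it was 1.03 and without the genes that vary with Alb 0.67, but 70 of the 79 genes that vary with Alb are pooled DEGs, so that choice lowers the ratio by itself.

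Across the 12 fits that each left out 1 library, there were 366 to 652 DEGs in treadmill against control (652 without control replicate 2, 628 without treadmill replicate 2), 408 to 522 in catgut 1, 499 to 654 in catgut 2 and 170 to 271 between the catgut groups. Genes with an adjusted p under 0.05 numbered 0 to 12 in treadmill against control (0 without control replicate 4, 1245 at an unadjusted p under 0.05), 2 to 6 in catgut 1 (2 without treadmill replicate 3), 6 to 30 in catgut 2 (6 without treadmill replicate 1) and 0 to 2 between the catgut groups (0 without catgut 2 replicate 3, 394 at an unadjusted p under 0.05). Higher DEGs ranged from 199 to 433 and lower ones from 92 to 384 in treadmill against control, from 139 to 263 and 229 to 353 in catgut 1, and from 227 to 428 and 226 to 360 in catgut 2. In treadmill against control, the values without treadmill replicate 3 and without control replicate 2 were -2.32 and 7.60 for Apoc3, -0.56 and 2.51 for Slc27a2, -2.75 and 5.97 for Fabp1, -0.06 and 0.52 for Lpl and -2.03 and 5.57 for the liver list, in each case the lowest and the highest.

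In catgut 1, Slc27a2 ranged from -3.30 to -1.87, Fabp1 from -5.78 to -2.21, Apoc3 from -10.20 to -4.82 and Lpl from 0.32 (without catgut 1 replicate 2) to 0.82. In catgut 2, Slc27a2 ranged from -5.05 (without catgut 2 replicate 2) to -2.11, Fabp1 from -5.80 to -2.08, Apoc3 from -10.54 to -7.56 and Lpl from 0.86 to 1.24. The values of Slc27a2, Fabp1 and Apoc3 nearest 0 were those without treadmill replicate 3.

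The PPAR pathway list ranged from -0.02 (without treadmill replicate 3) to 0.15 in treadmill against control, from -0.11 (without catgut 1 replicate 2) to -0.02 (without treadmill replicate 3) in catgut 1 and from -0.01 (without treadmill replicate 2) to 0.10 (without treadmill replicate 3) in catgut 2. In treadmill against control, the interferon list ranged from -2.06 to -0.23 (without control replicate 4), the intestine list from -0.05 (without control replicate 2) to 1.19 (without control replicate 4) and the kidney list from -0.54 (without treadmill replicate 6) to 2.79 (without control replicate 4). In catgut 1, the immediate-early list ranged from -0.11 (without catgut 1 replicate 5) to 0.13, the interferon list from -0.65 to 0.11 (without treadmill replicate 4), the blood list from -0.32 to 0.35 (without treadmill replicate 4) and the kidney list from -1.79 to 0.43 (without treadmill replicate 6). In catgut 2, the clock list ranged from -0.00 (without treadmill replicate 2) to 0.29, the immediate-early list from -0.12 (without treadmill replicate 1) to 0.14, the interferon list from -0.03 (without treadmill replicate 5) to 0.52, the blood list from -0.21 (without catgut 2 replicate 1) to 0.44, the adipose list from -0.09 (without treadmill replicate 6) to 0.23, the intestine list from -0.28 to 0.07 (without treadmill replicate 2) and the kidney list from -1.29 to 0.77 (without treadmill replicate 6). Across the 24 fits on the pooled DEGs, the PPAR ratio ranged from 1.49 (without catgut 2 replicate 1) to 2.12 (without control replicate 2), the pathways with an adjusted p under 0.05 from 7 (without treadmill replicate 2) to 21, and the paper's pathways with a p under 0.05 from 9 to 14.

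The depth limits Ttr, Apoc3, Fabp1 and Slc27a2. Most of their libraries in the catgut groups are at or near the limit of detection of 12 counts. For Ttr, Apoc3 and Fabp1, all libraries of both catgut groups are at or under it. The fitted log2 fold changes printed in this section for these genes against the treadmill group thus do not measure a size. Only the lower bounds given with the results do so.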

Differences from the paper's values

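The deposited table lists 21067 genes, while the paper's text gives 32623 genes identified. None of the alternatives set before the data were examined applies to this number.

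The paper states that Ttr (ENSRNOG00000016275) was raised in catgut group 1 relative to the treadmill group. In the deposited values it is listed at 0 in all 6 libraries of catgut group 1, at least 16.4-fold lower than in the treadmill group, or at least 2.88-fold without treadmill replicate 3. The paper's RNA-seq bar for this gene is about -7.5 in Figure 3c, read by eye. The log2 ratio of group mean FPKM was -7.38 in catgut 2 against treadmill, while in catgut 1 the mean is 0 and has no ratio. For Apoc3 (ENSRNOG00000047503), which the paper places in catgut group 2 against the treadmill group, the bar is about -7.9 in Figure 3c, read by eye. The log2 ratio was -7.79 in catgut 1 against treadmill, while in catgut 2 the mean is 0. The direction of Apoc3 was lower in both catgut groups. For both genes, all libraries of the catgut groups were at or under the limit of detection. These ratios therefore compare listed values with the bars and do not measure a size.

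The paper lists 16 pathways as enriched, of which 4 had a p over 0.05 here with the pooled DEGs. For the PPAR signaling pathway, p was 0.0899. It was under 0.05 with the DEGs called in every fit that left out a library (Fisher's exact p = 0.0369) and with all tested genes as the background (0.0483). It was also under 0.05 without control replicate 1 (0.0472), control replicate 2 (0.00665), treadmill replicate 1 (0.0307), treadmill replicate 2 (0.0147), treadmill replicate 3 (0.0152), treadmill replicate 5 (0.0454), treadmill replicate 6 (0.0138) or catgut 1 replicate 2 (0.0175), and in the DEGs of catgut 1 against treadmill (0.00811) or catgut 2 against treadmill (0.00577) taken alone.

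For protein digestion and absorption, p was 0.0598. It was under 0.05 with all tested genes as the background (0.0309) and without control replicate 1 (0.029), control replicate 4 (0.0236), catgut 1 replicate 1 (0.0475), catgut 1 replicate 2 (0.0253), catgut 2 replicate 1 (0.0236), catgut 2 replicate 4 (0.0371) or catgut 2 replicate 6 (0.00432). It was also under 0.05 with DESeq2 (0.014) and without genes that vary with Alb (0.0379), both chosen after seeing the values. For measles, p was 0.0649. It was under 0.05 with 1 fit over all 4 groups (0.00222), the replicate number as a block (0.0428), all tested genes as the background (0.0274) and without control replicate 1 (0.00941), control replicate 3 (0.0155), control replicate 6 (0.0302), treadmill replicate 3 (0.0138), treadmill replicate 4 (0.0418) or catgut 1 replicate 6 (0.033). With DESeq2 (0.0024), the liver level as a covariate (0.0137) and without genes that vary with Alb (0.0357), all chosen after seeing the values, it was under 0.05 as well. For bile secretion, p was 0.158. It was under 0.05 without a filter on low values (0.00954), with 1 fit over all 4 groups (0.0341) and without control replicate 2 (0.002), treadmill replicate 1 (0.0206), treadmill replicate 2 (0.0058), treadmill replicate 4 (0.0315) or catgut 2 replicate 4 (0.0137), and with DESeq2 (0.0352), chosen after seeing the values.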

Other observations

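The counts of splits and of simulated sets below were fixed with their tests.

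The changes from treadmill against control correlated negatively across genes with those from catgut 1 against treadmill (r = -0.416 over 14772 genes) and from catgut 2 against treadmill (r = -0.363). Genes are not independent replicates, and the comparisons share the treadmill libraries. For 100 simulated sets of unchanged groups, the 24 libraries were shuffled after group means were removed. A random group of them took the shared place of the treadmill libraries, whose own spread is thus not kept. Among these sets, 72 and 91 gave a correlation as negative, with medians of -0.486 and -0.512. A shared group is thus a candidate explanation for both, and a reversal of the treadmill change by catgut embedding is not seen beyond it. The changes in the catgut groups correlated with each other at 0.641, and 8 of 100 simulated sets gave a correlation as high (median 0.501).

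Splits of the same 12 libraries into other groups of 6 show how often counts as large arise without the real grouping. They were drawn without regard to Y-linked transcripts, which 3 of 6 libraries hold in each of the control, treadmill and catgut 1 groups. Many other splits set unequal numbers of such libraries against each other. They can thus carry a difference that the real grouping lacks, which the counts below do not allow for. As many DEGs by the paper's criterion as the real split were found in 32 of 100 splits for treadmill against control, 14 for catgut 1 against treadmill, 10 for catgut 2 against treadmill and 83 for catgut 2 against catgut 1, the real split included. The other splits had median counts of 318, 285, 285 and 232 DEGs. As many genes with an adjusted p under 0.05 were found in 2, 3, 2 and 11 of 100 splits.

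Between catgut group 1 and the control group there were 682 DEGs, 342 higher and 340 lower, and 3 genes with an adjusted p under 0.05.

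Other gene lists were tested in the same way, and their fry p-values are given because the preset correlation of camera gave far smaller ones. The interferon response list had a median log2 fold change of -1.63 between the treadmill and control groups, with 0 of 23 genes higher. Its camera p was 4.47e-07 and its fry p 0.271, or 0.61 adjusted over the 9 lists. Without control replicate 4 it was -0.23. Its medians were -0.46 in catgut 1 and 0.12 in catgut 2 against treadmill, with fry p-values of 0.413 and 0.633. Between the catgut groups it was 0.47, with a camera p of 1.33e-07 and a fry p of 0.133. The blood list had 0.93 between the treadmill and control groups (6 of 6 genes higher, with a fry p of 0.0624, or 0.281 adjusted), -0.06 in catgut 1 and 0.06 in catgut 2. The adipose list had -0.19, -0.25 and 0.03 in the 3 comparisons. The intestine list, with 3 tested genes, had 0.12, -0.47 and -0.14, and the kidney list, also with 3, had 0.78, -0.84 and -0.50. The clock list had -0.33 between the treadmill and control groups, with a fry p of 0.103, and the liver list 0.55, with a fry p of 0.444. The PPAR pathway as the table annotates it had 0.12, -0.05 and 0.04.

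Within the control group, log2(FPKM + 1) of Dbp and Arntl had a Pearson correlation of -0.982 over 6 libraries (exact permutation p = 0.0111) and a Spearman correlation of -0.886 (exact permutation p = 0.0333). Without the 2 libraries farthest from the median of Dbp, the Pearson correlation was -0.486. Leaving them out also narrows the range of Dbp, so this cannot decide whether the relation rests on those libraries. The correlation of Dbp and Arntl was the 1 relation of this kind that was computed.

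The paper reports RT-PCR of Slc27a2, Fabp1, Apoc3 and Lpl (Figure 9), a measurement without a deposited file. In the RNA-seq libraries, the exact permutation p between the treadmill and control groups was 0.818 for Slc27a2, 0.459 for Fabp1, 0.5 for Apoc3 and 0.771 for Lpl. Between catgut group 1 and the control group, Lpl had a log2 fold change of 0.76 (adjusted p = 0.534, exact permutation p = 0.0909), with 2 of 6 catgut libraries above every control library.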
